# Combined Metabolic Activators Decrease Liver Steatosis by Activating Mitochondrial Metabolism in Hamsters Fed with a High-Fat Diet

**DOI:** 10.3390/biomedicines9101440

**Published:** 2021-10-11

**Authors:** Hong Yang, Jordi Mayneris-Perxachs, Noemí Boqué, Josep M. del Bas, Lluís Arola, Meng Yuan, Hasan Türkez, Mathias Uhlén, Jan Borén, Cheng Zhang, Adil Mardinoglu, Antoni Caimari

**Keywords:** NAFLD, combined metabolic activators, transcriptomics, mitochondrial metabolism

## Abstract

Although the prevalence of non-alcoholic fatty liver disease (NAFLD) continues to increase, there is no effective treatment approved for this condition. We previously showed, in high-fat diet (HFD)-fed mice, that the supplementation of combined metabolic activators (CMA), including nicotinamide riboside (NAD^+^ precursor) and the potent glutathione precursors serine and N-acetyl-l-cysteine (NAC), significantly decreased fatty liver by promoting fat oxidation in mitochondria. Afterwards, in a one-day proof-of-concept human supplementation study, we observed that this CMA, including also L-carnitine tartrate (LCT), resulted in increased fatty acid oxidation and de novo glutathione synthesis. However, the underlying molecular mechanisms associated with supplementation of CMA have not been fully elucidated. Here, we demonstrated in hamsters that the chronic supplementation of this CMA (changing serine for betaine) at two doses significantly decreased hepatic steatosis. We further generated liver transcriptomics data and integrated these data using a liver-specific genome-scale metabolic model of liver tissue. We systemically determined the molecular changes after the supplementation of CMA and found that it activates mitochondria in the liver tissue by modulating global lipid, amino acid, antioxidant and folate metabolism. Our findings provide extra evidence about the beneficial effects of a treatment based on this CMA against NAFLD.

## 1. Introduction

Hepatic steatosis (HS) is defined as the excessive accumulation of fat in the liver (>5.5% tissue weight), and it is the characteristic feature of non-alcoholic fatty liver disease (NAFLD) [1]. NAFLD is a widespread metabolic disorder that can be considered a multifactorial disease and that refers to a group of conditions including HS and various degrees of liver inflammation, such as non-alcoholic steatohepatitis (NASH). NAFLD can progress to cirrhosis, and ultimately hepatocellular carcinoma (HCC), which are much more severe liver diseases [1,2,3]. It has been reported that the global prevalence of NAFLD is approximately at ~25% [1,4,5]. Although research in drug development for NAFLD is intense and advancing rapidly, there are still significant unmet challenges with no effective drug approved for this condition [4]. Therefore, it is of paramount importance to find effective treatments against this disease and to elucidate the underlying mechanisms.

So far, the most effective strategy to counteract NAFLD is weight loss and the adherence to healthier life style habits, including hypocaloric diets and physical exercise [5,6,7]. However, this long-term strategy fails in most of the subjects because it is extremely difficult to maintain body weight reduction (lost weight is usually gradually regained) and due to the poor adherence to hypocaloric diets, which, in many cases, have a low palatability. In a review published some years ago, members of our team suggested the adherence to a highly palatable Mediterranean diet and the use of multi-ingredient-based supplements that act against complementary targets (such as vitamin E and silybin, PUFAs and vitamins, and synbiotics) as potential strategies to tackle effectively this multifactorial disease [5]. In this line, other members of this current team proposed the use of a multi-ingredient supplement including serine (glutathione (GSH) precursor), N-acetyl-l-cysteine (NAC, GSH precursor), nicotinamide riboside (NR, NAD^+^ precursor), and L-carnitine (which promotes the uptake of fat to mitochondria) to boost fatty acid oxidation and to counteract the insufficient capacity to remove incomplete products of fatty acid oxidation, which is one of NAFLD’s main hallmarks [8,9]. Oxidative stress has a significant role in NAFLD’s pathogenesis and is characterized by impaired function of electron transport chains, impaired oxidation and increased production of reactive oxygen species (ROS) [10,11,12]. GSH is the most abundant endogenous antioxidant in response to oxidative stress and increased ROS [13,14,15]. Therefore, we hypothesized that a three-step strategy including (i) activating mitochondrial fatty acid uptake, (ii) increasing fatty acid oxidation, and (iii) increasing the availability of GSH could be employed to decrease HS in NAFLD patients [5,9,16,17,18].

To validate our hypothesis, we firstly performed a study in which a multi-ingredient supplement based on combined metabolic activators (CMA) including serine, NR and NAC was given to mice fed a high-fat diet (HFD) for 14 days. The results showed that supplementation of CMA significantly decreased the amount of liver fat by promoting the fat oxidation in mitochondria in the liver [9,19]. We further studied the effect of the CMA including the aforementioned metabolic activators but adding also L-carnitine tartrate (LCT, salt form of L-carnitine) in a one-day proof-of-concept human supplementation study (NCT03838822). We observed that the supplementation resulted in increased fatty acid oxidation and de novo GSH synthesis [20]. However, despite these very promising results, the chronic effects of this multi-ingredient supplement including the four metabolic activators have not been yet evaluated, and, even more important, the underlying molecular mechanism associated with this multi-ingredient supplementation has not been fully elucidated in animal or human studies.

In the present study, we investigated the effect of the chronic administration of a CMA-based multi-ingredient supplement, including NR, LCT, NAC, and betaine (as a GSH precursor because it can be converted to glycine and serine, one of the most significant changed metabolites in subjects with high HS), in Golden Syrian hamsters with NAFLD induced by HFD. We used Golden Syrian hamsters because they are a better model for experimental studies on lipoprotein metabolism than other smaller-sized animals, e.g., rat or mouse [21,22,23], and NAFLD is often accompanied by dyslipidemia [5]. The CMA-based multi-ingredient supplement was given at two extrapolated human equivalent doses that can be considered acceptable and safe in a context of a multi-ingredient supplementation to tackle NAFLD. We found that the administration of CMA ameliorated HS at both doses when compared to the high-fat diet HFD counterparts. To explore the underlying molecular mechanisms involved in decreased HS, we generated liver transcriptomics data before and after administration of CMA and integrated these data using a liver genome-scale metabolic model (GEM). Finally, we systematically identified the phenotypical differences and presented the potential effects of CMA supplementation on the global metabolism based on systems analysis, showing that CMA would exert its hepatic effects activating mitochondria in the liver by modulating global lipid, amino acid, antioxidant and folate metabolism.

## 2. Materials and Methods

### 2.1. Animal Model

The Animal Ethics Committee of the Technological Unit of Nutrition and Health of Eurecat (Reus, Spain) and the Generalitat de Catalunya approved all procedures (DAAM 10026). The experimental protocol complied with the ARRIVE guidelines followed the ‘Principles of laboratory animal care’ and was carried out in accordance with the EU Directive 2010/63/EU for animal experiments. All animals were housed individually at 22 °C under a light/dark cycle of 12 h (lights on at 09:00 a.m.) and were given free access to food and water.

Thirty-nine 10-week-old male Golden Syrian hamsters (Janvier Labs, Saint Berthevin, France) weighting 110–120 g were used. After an adaptation period of 1 week, hamsters were randomly assigned into two experimental groups fed with a normal diet (NFD, *n* = 9, 11% calories from fat; Envigo, Barcelona, Spain) or an HFD (*n* = 30, 23% calories from fat and 1 g/kg cholesterol; Envigo, Barcelona, Spain) (Dataset S4) for 8 weeks. In a previous study using very similar diets, we demonstrated that this period was useful to induce fatty liver and hypercholesterolemia in hamsters [24]. Afterwards, the HFD group was further randomly distributed into three subgroups: placebo, CMA at Dose I (200 mg/kg LC, 200 mg/kg NAC, 200 mg/kg NR and 400 mg/kg betaine; HFD + MI_D1 group) and Dose II (400 mg/kg LC, 400 mg/kg NAC, 400 mg/kg NR and 800 mg/kg betaine; HFD + MI_D2 group) for the last 4 weeks. LCT contained 68.2% of LC and, therefore, to reach the desired LC doses, hamsters were supplemented with 293 mg/kg and 586 mg/kg of LCT for Dose I and Dose II, respectively. LCT (Cambridge Commodities, Ely, UK), NAC (Cambridge Commodities, Ely, UK) and NR (ChromaDex, Los Angeles, CA, USA) were diluted daily with low-fat condensed milk diluted 1:3 with water (vehicle) and orally given to the hamsters. Four days before the beginning of the treatments, the animals were trained to lick diluted low-fat condensed milk diluted 1:3 with water (0.2 mL) to ensure voluntary consumption. It was confirmed that each hamster fully ingested the daily dose of the corresponding treatment, which was given daily between 8:30–10:00 a.m. Betaine (Cambridge Commodities, Ely, UK) was included in opaque bottles containing the drinking water (4 g/L and 8 g/L for Dose I and Dose II, respectively) and renewed three times per week. Considering an average hamster’s weight of 125 g, the doses of LCT, NAC and NR used were equivalent to the daily consumption of 1918 mg and 3836 mg of these metabolic activators for a 60-kg human [25], for the Dose I and Dose II, respectively. For betaine, the extrapolated daily intake using the same formulas was 3836 mg and 7672 mg, respectively. These dosages were considered acceptable and safe in the context of a multi-ingredient supplementation to tackle NAFLD [19].

Body weight and food intake were recorded once per week, and food was renewed daily. At 12 weeks, all experimental animals were sacrificed under anesthesia (pentobarbital sodium, 60 mg/kg body weight) after 6 h of diurnal fasting. Blood was collected by cardiac puncture, and serum was obtained by centrifugation and stored at −20 °C until analysis. The liver, soleus and gastrocnemius muscles, and the mesenteric white adipose tissue depot (MWAT) were rapidly removed, weighed, frozen in liquid nitrogen and stored at −70 °C until analysis.

### 2.2. Histological Evaluation

Morphometric analyses of tissues and steatosis of liver histology were described as before [26]. Liver samples (*n* = 9–10 per group) were fixed in 4% diluted formaldehyde. After 24 h of fixation, successive dehydration (alcohol/ethanol 70%, 96% and 100%; plus xylol/dimethyl benzene) and paraffin infiltration-immersion at 52 °C (Citadel 2000, Thermo Scientific, Waltham, MA, USA) were performed. Training paraffin block (Histostar, Thermo Scientific) and subsequent successive 2 μ thickness sections (Microm HM 355S, Thermo Scientific) were prepared. Sections were deposited above slides (JP Selecta Paraffin Bath; Barcelona, Spain) and subjected to automated hematoxylin-eosin staining (Varistain Gemini. Shandom, Thermo Scientific).

Two independent researchers who were blinded to diet and treatment groups performed histological examination with a Leica DM750 microscope (Wetzlar, Germany), and the image was taken with Leica ICC50W camera (Software Leica Application Suite Version 3.3.0). The entire histological section (approximate area 2 cm^2^) of the liver was analyzed according to Kleiner score [27], estimating the percentage of the area covered by fat droplets and using a score from 0 and 3 (0, when steatosis was detected in <5% of the area; 1, when steatosis was detected in 5–33% of the area; 2, when steatosis was observed in 33–66% of the area; and 3, when steatosis was observed in more than 66% of the area).

### 2.3. Hepatic Lipid Extraction and Quantification

Lipid extraction and total lipid and triacylglycerol quantification were carried out using the methods described in the literature [28,29], with the modifications described in in-house literature [30]. Briefly, liver samples (80–100 mg) were mixed with 1 mL of hexane:isopropanol (3:2, *v*/*v*). The tubes with the samples were gassed with nitrogen before being closed to minimize lipid oxidation and then left overnight under orbital agitation at room temperature protected from light. The content of each tube was transferred into a new one, and 0.3 mL of Na_2_SO_4_ (0.47 M) was added. Tubes were mixed for 5 min, left for 15 min in orbital agitation, and centrifuged at 1000× *g* for 10 min at 4 °C. The upper phase containing lipids was dissolved in hexane and transferred to a clean, previously weighed glass tube. The hexane extract was then dried with nitrogen gas. Once the tube was dried, the percentage of lipids was determined gravimetrically. To evaluate triacylglycerol content, the lipid extracts (obtained as commented above) were dissolved in 1 mL of LPL buffer (28.75 mM Pipes; 57.41 mM MgCl_2_.6H_2_O; 0.569 mg/mL BSA-FFA free) with 0.1% SDS. Afterwards, samples were sonicated for 30 s, and tubes were left overnight in an orbital shaker at room temperature and protected from light. On the following day, the tubes were cold-sonicated with three pulses of 30 s each, and their triacylglycerol levels were measured immediately using an enzymatic colorimetric kit (QCA, Barcelona, Spain).

### 2.4. Body Composition Analyses

Body composition was analyzed by nuclear magnetic resonance (NMR). Lean and fat mass analyses were performed at the end of weeks 8 and 12 using an EchoMRI-700^®^ device (Echo Medical Systems, L.L.C., Houston, TX, USA). The measurements were performed in duplicate. Data were expressed in relative values as a percentage of body weight (%). Lean/fat mass ratio was also calculated.

### 2.5. Serum Analysis

Enzymatic colorimetric assays were used for the analysis of glucose, total cholesterol and triacylglicerols (QCA, Barcelona, Spain), HDL-cholesterol and LDL/VLDL-cholesterol (Bioassay systems, Hayward, CA, USA). Serum insulin levels were analyzed using a hamster insulin ELISA kit (MyBiosource, Bizkaia, Spain).

### 2.6. ^1^H NMR Analyses for NAD^+^, Sarcosine and Ascorbate Determination

For ^1^H NMR analysis, the metabolite aqueous extracts obtained in the liver were reconstituted in 700 μL of a solution containing trisilylpropionic acid (TSP) (0.74 mM) dissolved in D2O phosphate buffer (0.05 M). Samples were vortexed, homogenized for 5 min and centrifuged (15 min at 14,000× *g*). Finally, the redissolved extractions were transferred into 5 mm NMR glass tubes. ^1^H NMR measurements were performed following the procedure described by Vinaixa et al. (2010) [31].

### 2.7. Transcriptomics and Gene Set Enrichment Analysis

Total RNA was extracted from the liver samples using TriPure reagent (Roche Diagnostic, Sant Cugat del Valles, Barcelona, Spain) according to the manufacturer’s instructions, and used in the subsequent mRNA sample preparation for sequencing using NovaSeq 6000 S1 platform with the standard Illumina RNA-seq protocol. The RNA-seq was performed at National Genomics Infrastructure (NGI, Stockholm, Sweden) (project number P15763). Gene abundance (in both raw counts and transcripts per million) was quantified using the Kallisto pipeline [32] based on Golden Syrian hamster (*Mesocricetus auratus*) genome (version MesAur1.0.101). In order to validate the intra-group homogeneity, we first performed a principal component analysis (PCA). We filtered out one sample in control group based on the results of PCA analysis. Next, we used DESeq2 package in R [33] to identify differentially expressed genes (DEGs). We performed Benjamini–Hochberg false discovery rate (FDR) test to control for false positives. All the genes with an FDR derived q-value less than 0.1 (adjusted *p* value < 0.1) were identified as DEGs, suggesting that less than 10% of DEGs selected by this *p*-value could be false positives. Gene ontology and KEGG pathway analysis were performed separately on up-regulated and down-regulated genes using DAVID Bioinformatics Functional Annotation Tool [34]. Only ‘biological process’ categories enriched with a BH-corrected *p* ≤ 0.05 were considered for GO category analysis.

### 2.8. Metabolic Model Reconstruction and Reporter Metabolite Analysis

To provide a resource for automated and semi-automated reconstruction of liver-specific GEMs for Golden Syrian hamster, we constructed *iHamsterHepatocyte1818* based on the MMR databases [35], transcriptomics data, and Integrative Network Inference for Tissues (INIT) algorithm that has been used to reconstruct functional GEMs based on bulk transcriptomics data as well as 56 user-defined metabolic tasks, which are known to occur in cells/tissues [36] and should be performed by the resulting metabolic model. A reporter metabolite analysis was performed using RAVEN toolbox implemented in MATLAB 2020a based on DEGs obtained as described above, together with *iHamsterHepatocyte1818*.

### 2.9. Statistical Analysis

The continuous variables of biological assays were shown as mean ± SD. Grubbs’ test was used to detect outliers, which were discarded for subsequent analyses. The assumption of normality was determined using the Kolmogorov–Smirnov test, and the homoscedasticity among groups was assessed using Levene’s test. When one or both of these conditions were not met, data were transformed to a base-10 logarithm to obtain a normal distribution and/or similar variances before statistical testing. Differences in energy intake and biometric and serum parameters between the NFD-fed (control) hamsters and the HFD-fed hamsters after 8 weeks were detected using a non-parametric Mann–Whitney-Wilcoxon test because data were not normally distributed. At the end point (week 12), one-way ANOVA followed by Tukey’s post hoc test were used to evaluate differences in energy intake, hepatic lipid content, biometric parameters and serum parameters among control, HFD, HFD + MI_D1 and HFD + MI_D2 groups. Differences in steatosis scores were detected using the Chi-squared test. Principal component analysis (PCA) was performed on transcriptomics data sets to explore the quality of data and detect possible outliers. All results were considered statistically significant at *p* < 0.05. Statistical analyses were performed using Python 3.7. R (v4.0.3) was used for data visualization.

## 3. Results

### 3.1. CMA Attenuated HFD-Induced HS in a Golden Syrian Hamster NAFLD Model

We fed Golden Syrian hamsters with either an NFD or HFD for 8 weeks. Afterwards, we provided the animals either a placebo or a CMA including NR, LCT and NAC by oral gavage and betaine in their drinking water at intended human clinical doses (Dose I; HFD + MI_D1 group) and 2-fold (Dose II; HFD + MI_D2 group) for 4 weeks (Figure 1A). We assessed the changes in body weight, biometric and serum variables of each hamster group at week 8 (after 8 weeks of NFD or the HFD intervention) and week 12 (after 4 weeks of the treatment with the placebo or the CMA at two doses) and examined the phenotypic differences in all groups.

As expected [24], at week 8, HFD hamsters displayed a significant increase in circulating levels of total cholesterol when compared with their control counterparts (Table 1). No significant changes were found at this time point between groups either in cumulative energy intake or in biometric parameters (Table 1).

We observed that, at week 12, the hamsters fed with HFD had a significantly more-severe grade of HS (measured as steatosis score after histological analysis) compared to those from the NFD-fed group (*p* < 0.001), and this HFD-induced HS was significantly attenuated in CMA-treated hamsters with Doses I and II in comparison to their HFD counterparts (Chi-squared test; *p* = 0.025 and *p* = 0.022, respectively) (Figure 1B). Additionally, the histological analyses showed a significant increase in lipid deposition in the HFD group’s liver samples compared to those of the control group (Figure 1C,D). Specifically, the HFD groups developed microvesicular steatosis without apparent inflammation, sinusoidal dilatation or fibrosis (the latter visually determined) (Figure 1D), and CMA supplementation with Dose I and II reduced the HFD-induced lipid deposition in the liver (Figure 1E,F). In line with the histological examination, the biochemical analyses revealed that the HFD-fed hamsters displayed a significant increase in both lipid and triacylglycerol hepatic content than their control counterparts. The increases in these parameters were partially counteracted by the supplementation with CMA at both doses (Figure 1G,H).

We also evaluated the related phenotypes of the hamsters after supplementation (week 12) with CMA or the placebo (Table 2). At the end of the study, the HFD-fed hamsters, compared to the control group, showed significantly increased absolute and relative liver weights (adjusted-*p* = 0.013 and adjusted-*p* = 0.008, respectively) (Table 2) and relative mesenteric adipose tissue depots (MWAT%, mean increase 37.5%, *p* = 0.03) (Table 2). CMA treatment tended to induce a reduction in absolute liver weight, mainly in hamsters supplemented with Dose II (8.8% and 10.1% reduction with Dose I and II, respectively) compared to the HFD group, although the differences were not statistically significant (*p* > 0.05) (Table 2). The monitoring of biometric parameters revealed that there were no significant differences in body weight, fat mass, lean mass, and lean/fat ratio between hamsters fed the HFD and those fed the NFD. However, hamsters treated with CMA and Dose II showed significantly lower body weight gain (*p* = 0.0002) than the HFD group (Table 2).

At the end of the study, hamsters in the HFD group displayed significantly higher plasma levels of total cholesterol (CHOL; *p* = 0.0019) and low-density lipoprotein cholesterol (LDL-C; *p* = 0.0022) than their control counterparts at week 12 (Table 2). The CMA supplementation with the two doses did not ameliorate the increase observed in these parameters after the HFD challenge (Table 2).

### 3.2. Transcriptomics Alteration with HFD and CMA Treatment

To reveal the underlying molecular changes associated with the decreased HS after CMA treatment, we performed global transcriptomics analysis using RNA sequencing (RNA-seq) on liver tissue of each group. 

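Liver RNA from male Golden Syrian hamsters in 4 groups was sequenced. The control group (9 libraries) ate a normal diet with 11% of calories from fat, and the HFD group (10 libraries) ate a diet with 23% of calories from fat and added cholesterol, both for 12 weeks. The Dose I group (9 libraries) and the Dose II group (10 libraries) ate the HFD for the same 12 weeks and received CMA in the last 4 weeks. CMA is a mixture of L-carnitine, which carries fatty acids into mitochondria, N-acetylcysteine (NAC), a source of cysteine, nicotinamide riboside (NR), a precursor of NAD+, and betaine, a methyl donor. Dose I held 200 mg/kg of each of L-carnitine, NAC and NR and 400 mg/kg of betaine, and Dose II held 400 mg/kg of each and 800 mg/kg of betaine. The sample labels give an age of 22 weeks and the diet of each library but no animal, so each library was taken as 1 animal.

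The authors quantified transcripts with kallisto on the hamster genome MesAur1.0 and deposited estimated counts and TPM, which divide them by transcript length and total, for 14631 gene symbols. Estimated counts are what kallisto assigns to a gene after sharing out reads that fit several transcripts, so near-identical genes can trade counts. Total estimated counts per library were 4.08e+06 to 1.04e+07 in the control group (median 5.01e+06), 5.20e+06 to 6.50e+06 in the HFD group (median 5.62e+06), 4.67e+06 to 6.40e+06 in the Dose I group (median 5.64e+06) and 4.74e+06 to 8.42e+06 in the Dose II group (median 6.10e+06). Transcripts of Alb, which encodes serum albumin, took 18.3% ± 0.885 (SD, n = 9) of the counts in the control group and 13.9% ± 1.47 (SD, n = 10) in the HFD group. Genes encoded by mitochondrial DNA took 8.27% ± 0.916 of the counts in the control group and 10.42% ± 0.656 in the HFD group, with the same n. No pair of libraries of a group was so alike that it could be the same library.

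The estimated counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with TMM normalization and one coefficient per group, and genes at an adjusted p under 0.1 were counted as changed. Standard errors (SE) of log2 fold changes were computed as the size of the log2 fold change divided by the square root of F. The study filtered out 1 control library after its PCA and does not name it in its text. Its Dataset S1, of which the first 1998 of 3317 HFD rows were held here, identifies it as C105 (libraries are named here by group, C for control, H for HFD, DI and DII for the doses, and by the number in their labels). DESeq2 without that library gave log2 fold changes within 0.001 of those in Dataset S1 for 100.0% of 1969 matched genes, and leaving out any other control did so for at most 0.609%. Values are therefore given first over the study's 37 libraries (8 controls) and then over all 38 libraries. In a simulation of the comparison of HFD with control, 94% of genes changed by a log2 fold of 1 and 55% of those changed by 0.5 were recovered, so smaller changes can be missed at this depth and number of animals.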

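Livers of the control group and of the HFD group lay at different places on the first principal component (PC1), computed from log2 CPM (counts scaled to the total of the library, prior count 2) of the 500 most variable genes. Over the study's 37 libraries, the PC1 score was -17.2 ± 3.24 (SD, n = 8) in the control group, 1.13 ± 3.48 (SD, n = 10) in the HFD group, 5.47 ± 3.59 (SD, n = 9) in the Dose I group and 7.69 ± 3.08 (SD, n = 10) in the Dose II group. PC1 held 26.9% of the variation of these genes and PC2 held 13.8%. The HFD group scored 18.3 above the control group (two-sided exact permutation test, p = 2.29e-05, the smallest that these group sizes allow). The Dose I group scored 4.34 above the HFD group (exact permutation test, p = 0.00579) and the Dose II group 6.56 above it (permutation test with 100000 resamples, p = 1.10e-04). On PC1 both doses thus lay farther from the control group than HFD alone. Adjusted over these 3 comparisons, the p-values were 6.86e-05, 0.00579 and 1.65e-04. The Spearman correlation of a library's deviation with gene length ran from 0.121 to 0.344 in these controls and from -0.203 to 0.176 on HFD. It ran from -0.264 to 0.134 at Dose I and from -0.284 to 0.114 at Dose II. PC1 was not computed with such a trend removed, so its part in these differences stays open.

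With C105 included, the differences from the HFD group were smaller, and that of Dose I did not pass at p under 0.05. The HFD group scored 14.3 above the control group (exact permutation test, p = 0.00431), Dose I 3.42 above HFD (exact permutation test, p = 0.0796) and Dose II 5.78 above HFD (permutation test, p = 0.00404). With all tested genes in place of 500, HFD at 20.5 above control (exact permutation test, p = 0.0563) and Dose II at 8.39 above HFD (permutation test, p = 0.0881) did not pass over these 38 libraries. Control C105, the library left out by the study, scored 19.2, while the other 37 libraries lay between -23.1 and 12.3.

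**Figure D1:**
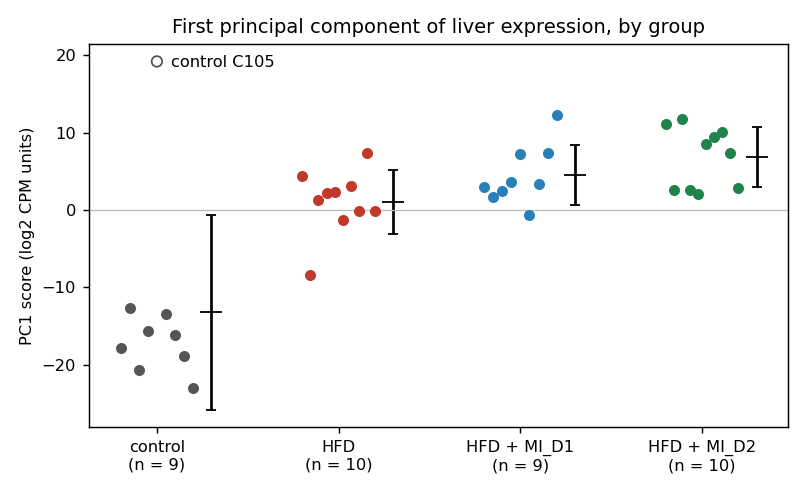
PC1 score of each of the 38 livers (points), by group, with the mean and SD of each group (bar and whiskers). Control C105 (open circle) lies at 19.2, above every other library, and the other 8 control livers lie below every HFD liver.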

Globally, PCA revealed patterns of gene expression changes with HFD and CMA treatments (Figure 2A). 

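The HFD changed the expression of some genes of cholesterol synthesis, of the lysosome and of macrophages in the hamster liver. As lists, none passed over 37 libraries in camera, a test of gene lists, with an estimated correlation between genes (adjusted p = 0.200, 0.200 and 0.405). Over 38 libraries cholesterol synthesis and the lysosome passed (adjusted p = 0.0216 and 0.0310) and macrophage markers did not (adjusted p = 0.280). Sqle, which encodes squalene epoxidase, a rate-limiting enzyme of cholesterol synthesis, fell from 11.5 ± 3.48 CPM (SD, n = 8) in the control group to 3.17 ± 0.939 CPM (SD, n = 10) in the HFD group, a log2 fold change of -1.86 (SE 0.21, adjusted p = 1.19e-07) from edgeR. Apoa2, which encodes an apolipoprotein of high-density lipoprotein, rose from 2471 ± 715 to 5229 ± 967 CPM, a log2 fold change of 1.08 (SE 0.12, adjusted p = 1.19e-07) from edgeR. Every HFD liver lay below every control liver for Sqle and, over the study's 37 libraries, above every control liver for Apoa2.

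Among the other genes with the smallest adjusted p (all under 1e-05 from edgeR), the log2 fold change was 2.96 for Wscd2, 2.01 for Lpo, which encodes lactoperoxidase, 1.73 for Tle3, a transcriptional co-repressor, 1.51 for Prdx2, a peroxiredoxin, 1.38 for Hexa and 0.95 for Fuca2, both glycan-degrading enzymes. Those that fell included Cyp2g1, a cytochrome P450 (-3.30), Galnt16, a glycosyltransferase (-2.80), Cpe, carboxypeptidase E (-0.86), Cd36, a fatty acid transporter (-0.88), and Pon3, a paraoxonase carried on lipoproteins (-0.57). Of 24 tested markers of Kupffer cells and macrophages, fixed before the data were examined, 18 rose and 0 fell (18 adjusted over the list alone; Fisher's exact test, adjusted p = 2.84e-08, and adjusted p = 0.405 with an estimated correlation from camera). Adding an axis of variation, computed from deviations inside the groups, as a covariate left 8 that rose and 0 that fell in edgeR. With this covariate, 45.9% of their median log2 fold change was kept. Marco, a scavenger receptor of macrophages, had a log2 fold change of 1.01 (SE 0.16, adjusted p = 2.17e-05) and Cd5l, a protein secreted by macrophages, one of 0.82 (SE 0.15, adjusted p = 1.50e-04), both from edgeR.

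Over the study's 37 libraries, 1647 genes rose and 1649 fell of 9099 tested, and 206 of these changed more than 2-fold. In all 38 libraries, 600 rose and 809 fell of 9045 tested, and 1394 of these 1409 were also called over 37. Limma-trend on log2(TPM + 1) gave another balance, 1420 that rose and 1767 that fell over 37 libraries and 900 and 390 over 38. With control C105 included, the log2 fold change of Apoa2 was 0.82 (SE 0.16, adjusted p = 0.00118) and that of Sqle -1.89 (SE 0.20, adjusted p = 7.40e-08) from edgeR, and 10 of 23 tested macrophage markers rose.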

At a 10% false discovery rate (FDR), we found 3317 differentially expressed genes (DEGs) between the HFD and control groups, 1669 of which were significantly up-regulated and 1648 of which were down-regulated (Figure 2B, Dataset S1). We performed KEGG pathway enrichment analysis on up-regulated and down-regulated DEGs separately in each group. 

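Transcripts of the ribosome and of the mitochondrial respiratory chain were slightly higher in HFD livers than in the study's 8 control livers. All 25 tested genes of cytosolic ribosomal proteins rose (25 adjusted over the list alone), with a median log2 fold change of 0.40, for example Rps12 by 0.70 (SE 0.08, adjusted p = 4.13e-07) and Rpl30 by 0.42 (SE 0.06, adjusted p = 1.56e-05) in edgeR. Without each library's trend with gene length, 17 of the 25 rose and 59.9% of the median was kept. With the axis of variation inside the groups as a covariate, 18 rose and 75.4% was kept. Over all 38 libraries the median was 0.16. Of 60 nuclear genes of oxidative phosphorylation, 49 rose, 1 fell and 10 did not pass (51 and 1 adjusted over the list alone), with a median log2 fold change of 0.30. Removing each library's trend with gene length left 30 that rose and 2 that fell, with 46.6% of that median kept, and the axis of variation inside the groups as a covariate left 29 and 0 in edgeR, with 69.6% kept. Cox5a, a subunit of cytochrome c oxidase, rose by 0.44 (SE 0.07, adjusted p = 3.78e-05) and Ndufa11, a subunit of complex I, by 1.04 (SE 0.22, adjusted p = 7.62e-04), from edgeR. Of 67 genes of mitochondrial ribosomal proteins, 44 rose and 0 fell (48 and 0 adjusted over the list alone). Fisher's exact test of the genes that rose gave adjusted p = 1.14e-17 for the cytosolic ribosome, 9.54e-25 for oxidative phosphorylation and 2.91e-16 for the mitochondrial ribosome. None of these calls held in camera with an estimated correlation, where the adjusted p was 0.200, 0.312 and 0.229.

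More lysosomal genes rose than fell. Of 64 tested, 36 rose and 7 fell (37 and 9 adjusted over the list alone; Fisher's exact test, adjusted p = 1.83e-10, and adjusted p = 0.200 with an estimated correlation). Hexa, a subunit of beta-hexosaminidase, rose by 1.38 (SE 0.17, adjusted p = 8.22e-07), Arsa, arylsulfatase A, by 0.67 (SE 0.09, adjusted p = 1.94e-06) and Ctsz, cathepsin Z, by 0.88 (SE 0.10, adjusted p = 2.42e-07) in edgeR. In the same livers 18 of 24 macrophage markers rose (adjusted p = 0.405 with an estimated correlation). Of 72 genes of the spliceosome, 23 rose and 7 fell (25 and 10 adjusted over the list alone; Fisher's exact test, adjusted p = 0.0233, and adjusted p = 0.522 with an estimated correlation), among them Snrpa, a protein of the U1 particle, at 0.64 (SE 0.15, adjusted p = 0.00181) from edgeR.

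With control C105 included, 2 of the 25 cytosolic ribosomal genes, 3 of the 60 oxidative phosphorylation genes, 1 of the 67 mitochondrial ribosomal genes and 2 of the 72 spliceosome genes rose, and 28 of the 64 lysosomal genes did (35 adjusted over the list alone, and adjusted p = 0.0310 with an estimated correlation). In the same comparison over 37 libraries, 23 of 35 long transcripts of widely expressed genes, a list that marks differences in RNA quality or in the handling of transcript length, fell and 0 rose (23 adjusted over the list alone, and adjusted p = 0.340 with an estimated correlation), with a median log2 fold change of -0.29. Across the 38 libraries, 6 of the 35 fell.

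**Figure D2:**
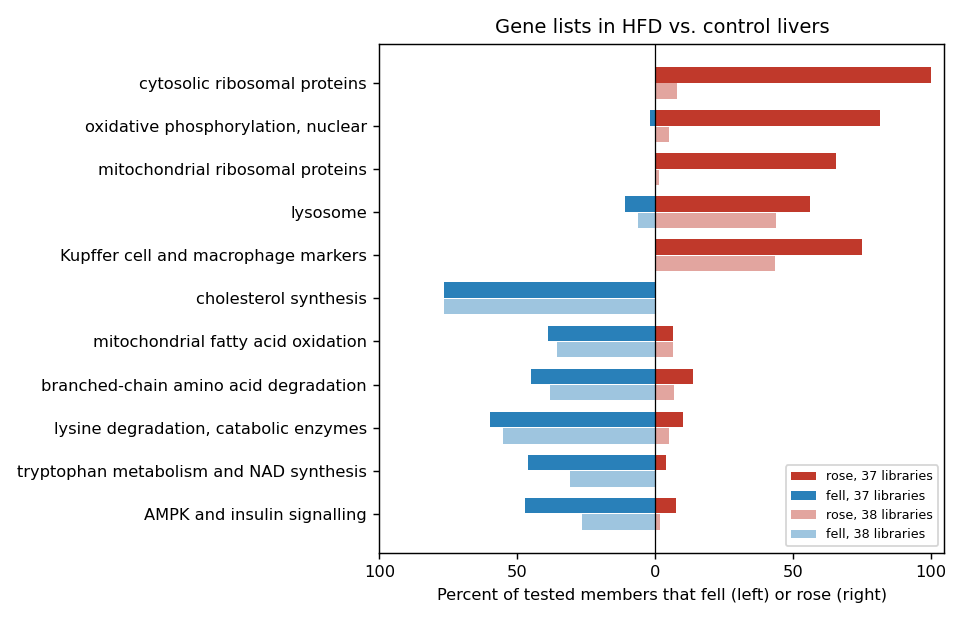
Percent of the tested members of 11 gene lists that rose (right) or fell (left) in HFD vs. control livers at an adjusted p under 0.1 from edgeR, over the study's 37 libraries (dark bars) and over all 38 libraries (pale bars). Cytosolic ribosomal genes go from 25 of 25 to 2 of 25, while 13 of 17 genes of cholesterol synthesis fell in both.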

Our results indicated that up-regulated DEGs were enriched in pathways including oxidative phosphorylation, ribosome, metabolic pathway, lysosome, cardiac muscle contraction, and spliceosome in HFD group vs. control group (Figure 2C, Dataset S2). We found that fatty acid metabolism, catabolism of amino acids including branched-chain amino acids (BCAAs) and lysine, metabolism of amino acids (tryptophan, beta-alanine, glycine, serine, and threonine), as well as signaling pathways in the regulation of insulin resistance and fatty acid oxidation (e.g., AMPK-signaling pathway) were significantly enriched with the down-regulated DEGs in HFD group vs. control group (Figure 2C, Dataset S2).

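Among genes that break down fatty acids and amino acids, more fell than rose in HFD livers. In the study's 37 libraries, 12 of 31 genes of mitochondrial fatty acid oxidation fell and 2 rose (12 and 2 adjusted over the list alone; Fisher's exact test, adjusted p = 0.0388, and adjusted p = 0.546 with an estimated correlation). Cpt1a, which encodes the carnitine palmitoyltransferase that controls fatty acid entry into mitochondria, fell by 1.08 on the log2 scale (SE 0.17, adjusted p = 3.07e-05 from edgeR). Acot13, an acyl-CoA thioesterase, went the other way at 0.60 (SE 0.10, adjusted p = 3.12e-05) from edgeR.

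Of 29 genes of branched-chain amino acid degradation, 13 fell and 4 rose (13 and 4 adjusted over the list alone; Fisher's exact test, adjusted p = 0.00712, and adjusted p = 0.546 with an estimated correlation). Mmut, methylmalonyl-CoA mutase, had a log2 fold change of -0.49 (SE 0.07, adjusted p = 1.29e-05) and Dbt, a subunit of the branched-chain ketoacid dehydrogenase, one of -0.62 (SE 0.11, adjusted p = 1.38e-04) from edgeR, whereas Bcat2, the transaminase of the first step, rose at 1.26 (SE 0.23, adjusted p = 1.21e-04) from edgeR. Lysine-degrading enzymes fell in 12 of 20 cases and rose in 2 (14 and 3 adjusted over the list alone; Fisher's exact test, adjusted p = 3.45e-04, and adjusted p = 0.405 with an estimated correlation), including Aass, which carries out its first steps, at -0.56 (SE 0.12, adjusted p = 0.00114) from edgeR. Genes of glycine, serine and threonine metabolism fell in 11 of 29 cases and rose in 1 (11 and 1 adjusted over the list alone; Fisher's exact test, adjusted p = 0.0605, and adjusted p = 0.405 with an estimated correlation), including Cth, cystathionine gamma-lyase, at -0.77, and those of tryptophan metabolism and NAD synthesis in 12 of 26 with 1 that rose (12 and 2 adjusted over the list alone; Fisher's exact test, adjusted p = 0.00752, and adjusted p = 0.406 with an estimated correlation), including Ido2, an enzyme that opens the tryptophan ring, at -0.97.

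Most of the tested genes of cholesterol synthesis fell. Of 17 genes, 13 fell and 0 rose over both sets of libraries (14 adjusted over the list alone over 37 and 16 over 38; Fisher's exact test, adjusted p = 3.44e-06 over 37 libraries, and adjusted p = 0.200 with an estimated correlation, and 0.0216 over 38). Fdft1, squalene synthase, had a log2 fold change of -0.96 (SE 0.14, adjusted p = 1.04e-05) from edgeR. In fatty acid and triacylglycerol synthesis, 11 of 30 genes fell and 2 rose (11 and 3 adjusted over the list alone; Fisher's exact test, adjusted p = 0.0752, and adjusted p = 0.546 with an estimated correlation), led by Acly, which makes cytosolic acetyl-CoA, at -3.11 (SE 0.57, adjusted p = 1.69e-04) from edgeR. Of 53 genes of AMPK and insulin signalling, 25 fell and 4 rose (26 and 5 adjusted over the list alone; Fisher's exact test, adjusted p = 1.37e-05, and adjusted p = 0.200 with an estimated correlation), such as Irs1, an insulin receptor substrate, at -1.21 (SE 0.24, adjusted p = 3.02e-04) from edgeR.

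With 38 libraries, 11 of the genes of fatty acid oxidation, 11 of branched-chain amino acid degradation, 11 of lysine degradation, 9 of glycine, serine and threonine metabolism, 8 of tryptophan metabolism, 8 of fatty acid and triacylglycerol synthesis and 14 of AMPK and insulin signalling fell, and each list's Fisher's exact test passed again, but with an estimated correlation in camera none of these 7 lists did (adjusted p from 0.125 to 0.313). Over 37 libraries 23 of 35 long transcripts of widely expressed genes fell in the same comparison (adjusted p = 0.340 with an estimated correlation from camera). Over 38 libraries 6 of the 35 fell (adjusted p = 0.471 with an estimated correlation).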

We also performed gene ontology (GO) enrichment analysis for the DEGs. Compared to the control group, we found that up-regulated genes in the HFD group were most significantly enriched in nucleoside monophosphate metabolic process, ATP synthesis coupled electron transport, respiratory electron transport chain and purine nucleoside metabolic process. 

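Mitochondrial DNA encodes 13 subunits of the respiratory chain and ATP synthase, and their transcripts were higher in HFD livers. Over the study's 37 libraries 10 of the 13 rose and 0 fell (10 adjusted over the list alone; Fisher's exact test, adjusted p = 6.59e-05, and adjusted p = 0.406 with an estimated correlation), with a median log2 fold change of 0.22. COX2, a subunit of cytochrome c oxidase, had a log2 fold change of 0.32 (SE 0.06, adjusted p = 2.99e-04) and ATP6, a subunit of ATP synthase, one of 0.31 (SE 0.07, adjusted p = 0.00146) from edgeR. Over all 38 libraries 7 of the 13 rose (12 adjusted over the list alone, and adjusted p = 0.167 with an estimated correlation), with ATP6 at 0.31 (SE 0.07, adjusted p = 0.00363) from edgeR.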

We also found that down-regulated genes were most significantly enriched in cellular protein modification process, protein modification process and cellular protein metabolic process in HFD vs. control group (Dataset S2).

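No list of enzymes that modify proteins was tested, so only single genes are given. On HFD Usp9x, which encodes a deubiquitinase, had a log2 fold change of -0.69 (SE 0.10, adjusted p = 5.52e-06), and Huwe1, a ubiquitin ligase, one of -0.29 (SE 0.07, adjusted p = 0.00232), both from edgeR over the study's 37 libraries. Pdpk1, a kinase of the insulin pathway, fell by 0.91 (SE 0.15, adjusted p = 3.08e-05 from edgeR) on the log2 scale, and Braf, a kinase of growth factor signalling, by 1.12 (SE 0.22, adjusted p = 3.70e-04 from edgeR). With control C105 included, the log2 fold changes were -0.59, -0.23, -0.76 and -1.01 in the same order. The transcripts of these enzymes are long, and across all tested genes the log2 fold change on HFD had a Spearman correlation of -0.260 with transcript length, taken as the deposited estimated counts divided by TPM (37 libraries, and genes are not independent replicates). Over all 38 libraries this correlation was -0.165.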

Next, we compared the gene expression changes between HFD and CMA-treated groups (fed with HFD + MI_D1 and HFD + MI_D2). In total, 80 (56 up-regulated and 24 down-regulated) and 641 DEGs (268 down-regulated and 373 up-regulated) (Figure 2D, Dataset S1) were identified in the Dose I and II groups, respectively. 

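CMA raised some genes of betaine, glycine and sulfur amino acid metabolism and lowered some macrophage markers. Dmgdh, which encodes dimethylglycine dehydrogenase, an enzyme of betaine breakdown, went from 287 ± 45.3 CPM (SD, n = 10) in the HFD group to 420 ± 59.8 (SD, n = 9) at Dose I and 484 ± 49.2 (SD, n = 10) at Dose II. Its log2 fold change from HFD was 0.55 (SE 0.09, adjusted p = 0.00168) at Dose I and 0.75 (SE 0.09, adjusted p = 7.49e-07) at Dose II from edgeR. Gnmt, glycine N-methyltransferase, which makes sarcosine, had 0.81 (SE 0.19, adjusted p = 0.0924) at Dose I and 1.25 (SE 0.19, adjusted p = 1.60e-04) at Dose II, going from 1184 ± 308 CPM (SD, n = 10) in the HFD group to 2814 ± 621 CPM (SD, n = 10) at Dose II in the edgeR fit. For both genes every Dose II liver lay above every HFD liver.

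Other genes that rose at both doses over 37 libraries were Sult1a1, a sulfotransferase (1.58 and 1.87), Cyp26a1, which breaks down retinoic acid (2.60 and 2.72), and Suox, sulfite oxidase, the last step of cysteine sulfur oxidation (0.50 and 0.50). Prodh, proline dehydrogenase, rose at Dose II by 0.46 (SE 0.07, adjusted p = 5.14e-04) from edgeR, and Bhmt2, a homocysteine methyltransferase, by 0.72 (SE 0.13, adjusted p = 0.00188) from edgeR. Mmp12, macrophage metalloelastase, fell from 21.4 ± 6.91 CPM (SD, n = 10) in the HFD group to 11.1 ± 1.37 CPM (SD, n = 10) at Dose II, a log2 fold change of -0.94 (SE 0.16, adjusted p = 6.87e-04) from edgeR. Of the 24 tested macrophage markers, 11 fell and 1 rose at Dose II (20 and 1 adjusted over the list alone; Fisher's exact test, adjusted p = 1.08e-10, and adjusted p = 0.142 with an estimated correlation from camera), and 2 fell at Dose I (22 and 1 adjusted over the list alone, and adjusted p = 0.0376 with an estimated correlation). Cd14, a receptor for bacterial lipopolysaccharide, was the 1 that rose at Dose II.

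Over the study's 37 libraries, 14 genes rose and 3 fell at Dose I, and 307 rose and 205 fell at Dose II, of 9099 tested. Of 100 splits of the libraries compared, the real one included, 6 called as many genes at Dose I (highest other 640). Chance can therefore not be excluded at Dose I. At Dose II 2 of 100 splits called as many (highest other 847), which makes chance unlikely without excluding it. In all 38 libraries, 5 rose and 0 fell at Dose I, where 646 of 9045 had an unadjusted p under 0.05 in edgeR, and 147 rose and 97 fell at Dose II. With 1 of these libraries left out at a time, 2 to 14 genes rose at Dose I and 45 to 205 fell at Dose II. At Dose I over 38 libraries DESeq2 called 32 and 9 and limma-trend on log2(TPM + 1) called 3 and 3. At Dose II limma-trend called more that fell, 151 and 439 over 37 libraries and 78 and 141 over 38. Gnmt and Suox did not pass at Dose I with control C105 included (adjusted p = 0.124 and 0.166 from edgeR), although that library is in neither group, since all groups share 1 estimate of the spread, and 5 of 23 macrophage markers then fell at Dose II and 0 at Dose I in edgeR (18 adjusted over the list alone).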

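Across 9099 tested genes of the study's 37 libraries, the log2 fold changes at Dose I and Dose II had a Pearson r of 0.777 (Spearman rho 0.742, covariance 0.0411), and 79.3% of genes had the same sign. Genes are not independent replicates, so no p across genes is given. Both comparisons use the same HFD livers, which alone makes their fold changes move together: simulated unchanged groups against those livers gave a median r of 0.486 and a covariance of 0.0140. When the 10 HFD livers were split into parts of 5, one for each dose, the median r over 100 splits was 0.399 (lowest 0.242, highest 0.518) and the median covariance 0.0265, against 0.00126 and 5.21e-05 in the simulation of unchanged groups. Dmgdh, Gnmt, Sult1a1 and Cyp26a1 rose at both doses. Over only the genes changed at either dose r was 0.964 (244 genes, edgeR over all 38 libraries) and 0.951 (646 genes, DESeq2 with C105 left out), in genes chosen for changes from the same HFD livers. Across the 38 libraries, r over all tested genes was 0.780, the simulated value 0.486 and the median over splits 0.399.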

We found that the log 2-fold changes in DEGs between two groups compared to HFD group were significantly positively correlated (*r* = 0.61, *p* < 2.2 × 10^−^^16^) (Figure 2E). This suggested that the supplementation with different dosages has a very similar effect on hamster liver. Thus, we focused on the Dose II group in the following analyses, as it demonstrated more distinct and significant changes associated with the supplementation of CMA. 

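Tested directly, no gene passed between Dose II and Dose I when adjusted over all tested genes. Of 9099 tested genes 0 passed in edgeR over the study's 37 libraries, with 271 at an unadjusted p under 0.05, and 0 of 9045 passed over all 38 libraries, with 200 at an unadjusted p under 0.05. DESeq2 and limma-trend on log2(TPM + 1) also called 0 genes over each set. Adjusted over a list alone in edgeR, 2 of 5 folate genes named by the study were higher at Dose II and 1 neutrophil and monocyte marker lower over both sets, and over 37 libraries also both tested tricarboxylic acid cycle genes that it names and 1 interferon response gene higher. Outside these, a change that passes at 1 dose and not at the other is therefore not shown to differ between doses. Shmt2, a mitochondrial serine hydroxymethyltransferase, had a log2 fold change from HFD of 0.48 at Dose I and 0.59 at Dose II, and Gpt2, a mitochondrial alanine transaminase, one of 0.83 and 0.94. In the simulation of this comparison 89% of genes changed by a log2 fold of 1 and 51% of those changed by 0.5 were recovered. That simulation changed 200 genes, so its rates do not give the recovery where few genes change.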

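The genes called at Dose I were also called at Dose II. All 14 genes that rose at Dose I, among them Pnkd and Sesn1, a stress-induced sestrin, were among the 307 that rose at Dose II over the study's 37 libraries, where independent lists of these sizes would share 0.472. All 3 that fell, Tmed3, a cargo protein of vesicle transport, Fcgr4, an Fc receptor of macrophages, and Hmox1, heme oxygenase, were among the 205 that fell (0.0676 for independent lists). With all 38 libraries, the 5 genes that rose at Dose I were among the 147 at Dose II (0.0813 for independent lists). Both comparisons use the same HFD livers, which adds to such overlaps.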

The KEGG enrichment analysis showed that 14 pathways were up-regulated after 4-week supplementation of CMA at Dose II (Figure 2C, Dataset S2). Of these, the most up-regulated pathways involved biosynthesis and metabolism of amino acids, including glycine, serine, threonine, tryptophan, alanine, aspartate glutamate, arginine and proline, as well as BCAAs (Figure 2C, Dataset S2). 

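At Dose II, some genes of amino acid and one-carbon metabolism and a few of the peroxisome rose. Of 57 peroxisomal genes 7 rose and 2 fell (13 and 3 adjusted over the list alone; Fisher's exact test, adjusted p = 0.0198 over 37 libraries, and adjusted p = 0.566 with an estimated correlation), and 5 rose and 2 fell over all 38 libraries (7 and 3 adjusted over the list alone). Those that rose included Mpv17l, a peroxisomal membrane protein, at 0.84 (SE 0.20, adjusted p = 0.0155) from edgeR, and Gstk1, a glutathione transferase of mitochondria and peroxisomes, at 0.41 (SE 0.09, adjusted p = 0.00616) from edgeR. Abcd3, a peroxisomal fatty acid transporter, and Gnpat, the first enzyme of plasmalogen synthesis, went the other way at -0.55 and -0.72. Of 24 genes of xenobiotic metabolism 8 rose and 0 fell over both sets of libraries (10 and 1 adjusted over the list alone; Fisher's exact test, adjusted p = 2.25e-05 over 37, and adjusted p = 0.0643 with an estimated correlation), among them Cyp26a1 and Sult1a1. Cytosolic ribosomal genes rose in 7 of 25 cases over 37 libraries (18 adjusted over the list alone; Fisher's exact test, adjusted p = 2.21e-04, and adjusted p = 0.267 with an estimated correlation) and in 0 over 38 with edgeR, where 0 also passed adjusted over the list alone. Their median log2 fold change was 0.193 over both sets of libraries. With each library's trend with gene length removed, none of the 25 passed over 37 libraries in edgeR, where 7 had passed, and 59.4% of the median log2 fold change was kept, while 14 rose with the axis of variation inside the groups as a covariate.

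In the same livers, 5 of 27 markers of liver endothelial cells fell and 0 rose (5 adjusted over the list alone; Fisher's exact test, adjusted p = 0.00238 over 37 libraries, and adjusted p = 0.353 with an estimated correlation), as macrophage markers did, and 5 of 35 long transcripts of widely expressed genes fell (6 adjusted over the list alone, and adjusted p = 0.353 with an estimated correlation). With control C105 included, 3 of 26 endothelial markers and 1 of the long transcripts fell.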

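Genes of glycine, serine and threonine metabolism rose at Dose II in 9 of 29 cases and fell in 1 (11 and 2 adjusted over the list alone; Fisher's exact test, adjusted p = 1.34e-05 over 37 libraries, and adjusted p = 0.0643 with an estimated correlation). Genes of the urea cycle and of arginine and proline metabolism rose in 8 of 30 cases and fell in 0 (12 adjusted over the list alone; Fisher's exact test, adjusted p = 1.13e-04, and adjusted p = 0.0457 with an estimated correlation), including Hoga1, which takes part in hydroxyproline breakdown, at 0.53 (SE 0.10, adjusted p = 0.00218) from edgeR. Genes of branched-chain amino acid degradation rose in 7 of 29 cases and fell in 0 (16 adjusted over the list alone; Fisher's exact test, adjusted p = 5.25e-04, and adjusted p = 0.142 with an estimated correlation), such as Ppm1k, the phosphatase that activates the branched-chain ketoacid dehydrogenase, at 0.64 (SE 0.15, adjusted p = 0.0147) from edgeR. Of 26 genes of tryptophan metabolism and NAD synthesis, 2 rose and 0 fell (8 and 1 adjusted over the list alone; Fisher's exact test, adjusted p = 0.734, and adjusted p = 0.353 with an estimated correlation).

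With C105 included, 8 genes of glycine, serine and threonine metabolism, 6 of the urea cycle and arginine and proline metabolism and 2 of branched-chain amino acid degradation rose, and 0 of tryptophan metabolism did in edgeR (4 adjusted over the list alone). The list of branched-chain amino acid degradation did not pass Fisher's exact test there (adjusted p = 0.411, and adjusted p = 0.0925 with an estimated correlation). Periportal hepatocyte genes, which mark the zone of the liver lobule where urea is made, moved with these groups: 6 of 21 rose and 0 fell over 37 libraries (10 adjusted over the list alone; Fisher's exact test, adjusted p = 5.96e-04, and adjusted p = 0.256 with an estimated correlation), and 5 rose over 38.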

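Some enzymes that act on carboxylic acids and alpha-amino acids were among the genes that rose at Dose II. No list for these whole classes was tested, so only single genes are given. Gpt2, which moves amino groups between alanine and glutamate, had a log2 fold change of 0.94 (SE 0.20, adjusted p = 0.00671), Got1, which does so for aspartate, one of 0.53 (SE 0.13, adjusted p = 0.0214), and Etnppl, which breaks down phosphoethanolamine, one of 0.95 (SE 0.22, adjusted p = 0.0107), from edgeR over the study's 37 libraries. Fpgs, which adds glutamates to folates, rose at 0.92 (SE 0.21, adjusted p = 0.0109) and Mpc1, a subunit of the mitochondrial pyruvate carrier, at 0.23 (SE 0.06, adjusted p = 0.0158) from edgeR. Me1, malic enzyme, which gives NADPH for lipid synthesis, fell, with a log2 fold change of -1.07 (SE 0.27, adjusted p = 0.0251) from edgeR. All 6 genes passed again over all 38 libraries, with log2 fold changes of 0.94, 0.53, 0.95, 0.92, 0.23 and -1.07 in this order.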

GO enrichment analysis of up-regulated DEGs showed that the oxoacid metabolic process, carboxylic acid metabolic process, and alpha-amino acid metabolic process were the most significantly altered biological processes (Dataset S2) in the Dose II group vs. the HFD group.

### 3.3. Reporter Metabolites through the Global Analysis of Transcriptomics Data

To evaluate the detailed metabolic differences in hamsters with or without CMA treatment upon HFD feeding, we constructed a liver-specific genomic-scale metabolic model for Golden Syrian hamster based on the Golden Syrian hamster orthologs of mouse genes in mouse metabolic reaction (MMR) [35], and transcriptomics data by using the Integrative Network Inference for Tissues (INIT) algorithm [37] (Figure 3A). The constructed metabolic model, namely iHamsterHepatocyte1818, included 3867 metabolic reactions, 1818 genes, and 3205 metabolites.

Next, we performed reporter metabolite analysis to identify the key metabolic hubs in response to the supplementation of CMA with Dose II. We identified reporter metabolites using the differentially expressed genes of Dose II vs. HFD group and the network topology provided by iHamsterHepatocyte1818. Reporter metabolite analyses were used as a statistical test to identify metabolites in the network for which a significant change occurred between the compared conditions. A total of 256 reporter metabolites (reporter features, *p*-value < 0.05) for hamsters treated with CMA with Dose 2 were identified (Dataset S3). Of these, 143 and 113 reporter metabolites were associated with up-regulated and down-regulated genes in the CMA-treated group, respectively. The association of the reporter metabolites with up-and down-regulated genes and their metabolic subsystems classified in iHamsterHepatocyte1818 is presented (Figure 3B–D). As shown in the figure, CMA treatment modulated several subsystems that are known to be associated with NAFLD, including amino acid metabolism (BCAAs, cysteine, methionine, glycine, serine, threonine, arginine, proline, alanine, aspartate, and glutamate), folate metabolism, tricarboxylic acid cycle (TCA) (Figure 3B), fatty acid activation and oxidative phosphorylation (Figure 3C). In addition, CMA supplementation regulated the subsystems associated with biosynthesis and metabolism of cholesterol, biosynthesis and elongation of fatty acid, as well as nucleotide metabolism (Figure 3D).

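Among the genes behind these subsystems, those of the TCA cycle went both ways at Dose II. Of 28 genes of the TCA cycle and pyruvate metabolism 4 rose and 1 fell (8 and 2 adjusted over the list alone; Fisher's exact test, adjusted p = 0.0659 over 37 libraries, and adjusted p = 0.320 with an estimated correlation), among them Pdk2, a kinase that inhibits pyruvate dehydrogenase, at 0.39 (SE 0.10, adjusted p = 0.0256) from edgeR. Nuclear genes of oxidative phosphorylation rose in 5 of 60 cases (15 adjusted over the list alone; Fisher's exact test, adjusted p = 0.223, and adjusted p = 0.299 with an estimated correlation), with a median log2 fold change of 0.13. When the trend of each library with gene length was removed, none of the 60 passed over 37 libraries in edgeR and 49.5% of that median was kept, while 16 rose with the axis of variation inside the groups as a covariate. Over all 38 libraries 3 genes of the TCA cycle rose and 1 fell, and 0 of oxidative phosphorylation passed in edgeR, where 0 also passed adjusted over the list alone. The median log2 fold change of the oxidative phosphorylation genes was 0.13 over these 38 libraries too.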

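A few genes that make fatty acids and triacylglycerol were lower at Dose II than on HFD alone. Acly, which makes acetyl-CoA from citrate, had a log2 fold change of -2.17 (SE 0.56, adjusted p = 0.0256), Pnpla3, a lipase and acyltransferase of lipid droplets, one of -1.49 (SE 0.36, adjusted p = 0.0158), and Elovl2, an elongase of polyunsaturated fatty acids, one of -0.49 (SE 0.11, adjusted p = 0.0116), all from edgeR over the study's 37 libraries. Together with Me1 these were the 4 of 30 genes of the list that fell, and 1 rose (4 and 2 adjusted over the list alone; Fisher's exact test, adjusted p = 0.0260, and adjusted p = 0.404 with an estimated correlation). Across the 38 libraries, 4 fell and 0 rose in edgeR (4 and 2 adjusted over the list alone). Of 17 genes of cholesterol synthesis 3 fell and 1 rose (6 and 2 adjusted over the list alone; Fisher's exact test, adjusted p = 0.0307, and adjusted p = 0.441 with an estimated correlation). Hmgcs1, an enzyme of an early step, had a log2 fold change of -0.49 (SE 0.15, adjusted p = 0.0689) from edgeR, and Pmvk, a later kinase of the pathway, rose at 0.26 (SE 0.08, adjusted p = 0.0569) from edgeR. With all 38 libraries, 2 fell, since Hmgcs1 did not pass (adjusted p = 0.139 from edgeR), nor did Pmvk (adjusted p = 0.380 from edgeR).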

To validate our metabolic modeling approach, we measured, using NMR, the hepatic levels of two key metabolites associated with CMA supplementation, namely NAD^+^ and sarcosine. We observed that both NAD^+^ and sarcosine hepatic levels were significantly increased with CMA Dose I and II supplementation compared to their HFD counterparts (Figure 4A,B), as predicted in our earlier studies. Furthermore, our NMR analysis also revealed a significant increase in the hepatic concentrations of the potent antioxidant ascorbate in both HFD + MI_D1 and HFD + MI_D2 groups when compared to their HFD counterparts (Figure 4C).

### 3.4. CMA Boosted Hepatic Metabolism to Attenuate HS

Based on the integrative systems analysis, we found the CMA supplementation enhanced several NAFLD-associated key metabolic pathways in the liver. 

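Of 5 genes that the study names in folate metabolism, all rose at Dose II over its 37 libraries, and the study chose them on these samples, so their direction is not independent evidence. Beside Dmgdh and Gnmt, the log2 fold change of Shmt2 was 0.59 (SE 0.14, adjusted p = 0.0116), that of Sardh, sarcosine dehydrogenase, 0.33 (SE 0.10, adjusted p = 0.0794), and that of Mthfd1, a cytosolic enzyme that interconverts folate cofactors, 0.24 (SE 0.08, adjusted p = 0.0907), from edgeR. At Dose I, Dmgdh and Gnmt passed, and Shmt2 at 0.48 (SE 0.14, adjusted p = 0.181), Mthfd1 at 0.19 (SE 0.08, adjusted p = 0.446) and Sardh at 0.17 (SE 0.11, adjusted p = 0.653) did not in edgeR (4 of the 5 passed adjusted over the list alone). In a folate cycle list fixed before the data were examined, 5 of 18 genes rose and 0 fell at Dose II (5 adjusted over the list alone; Fisher's exact test, adjusted p = 0.00220, and adjusted p = 0.142 with an estimated correlation), and 2 rose at Dose I (4 and 1 fell adjusted over the list alone). With C105 included, Sardh and Mthfd1 did not pass at Dose II (adjusted p = 0.121 and 0.139 from edgeR), and 3 genes of the folate cycle list rose. Genes that the study names were not taken out of the folate cycle list, so its count is not independent of theirs.

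**Figure D3:**
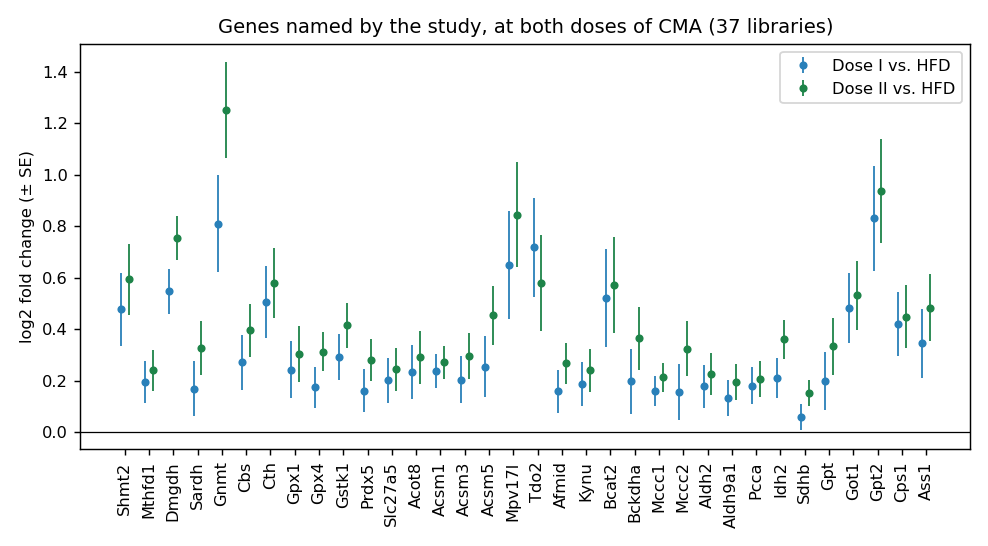
Log2 fold change from the HFD group (± SE, from edgeR over the study's 37 libraries) of 34 of the genes that the study names in Figure 5B, at Dose I (blue) and Dose II (green). All lie above 0 at both doses, and the SEs of the doses overlap for most genes.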

We found that CMA supplementation, or more specifically, betaine supplementation, increased hepatic expression of genes involved in folate metabolism, including *SHMT2*, *MTHFD1*, *DMGDH*, *SARDH* and *GNMT* (Figure 5A,B). This implicated an enhanced folate cycle in the liver. Additionally, we observed a significant increase in the hepatic expression of *CBS* and *CTH* involved in transsulfuration pathway, where the supplemented NAC might play an important role (Figure 5A,B). This may contribute to GSH generation by synthesizing cysteine and may play a crucial role in maintaining cellular redox homeostasis [38]. 

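Cbs, which encodes cystathionine beta-synthase, the first enzyme of transsulfuration, had a log2 fold change of 0.40 (SE 0.10, adjusted p = 0.0256) at Dose II and 0.27 (SE 0.11, adjusted p = 0.409) at Dose I, and Cth, the second enzyme, one of 0.58 (SE 0.13, adjusted p = 0.0116) at Dose II and 0.51 (SE 0.14, adjusted p = 0.147) at Dose I, from edgeR over the study's 37 libraries. Both genes therefore rose at Dose II and did not pass at Dose I over all genes (both passed at each dose adjusted over the list alone, a list that the study chose on these samples). In the methionine cycle and transsulfuration, 6 of 24 genes rose and 0 fell at Dose II over both sets of libraries (6 adjusted over the list alone; Fisher's exact test, adjusted p = 0.00109 over 37), a call that held in camera with an estimated correlation (adjusted p = 0.010). At Dose I 3 of the 24 rose over 37 libraries and 0 over 38 in edgeR (6 and 5 adjusted over the list alone). In camera with an estimated correlation the list passed at Dose I over both sets (adjusted p = 0.0311 over 37 and 0.00907 over 38). In all 38 libraries, Cbs and Cth passed at Dose II with adjusted p = 0.0783 and 0.0222 from edgeR.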

We also observed increased hepatic expression of key genes involved in mediating GSH metabolism, including *GPX1*, *GPX4*, *GSTK1*, and *PRDX5* (Figure 5A,B). 

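Gpx4, the glutathione peroxidase that reduces lipid peroxides, had a log2 fold change of 0.31 (SE 0.08, adjusted p = 0.0167) at Dose II, and Prdx5, a peroxiredoxin, one of 0.28 (SE 0.08, adjusted p = 0.0529), from edgeR over the study's 37 libraries. Gpx1, the main cytosolic glutathione peroxidase, did not pass at 0.30 (SE 0.11, adjusted p = 0.118) from edgeR. Of the 4 genes that the study names here, 3 with Gstk1 thus rose (4 adjusted over the list alone, which is not independent evidence since the study chose the list on these samples), and at Dose I 0 passed in edgeR (4 adjusted over the list alone, 3 at an unadjusted p under 0.05). Over all 38 libraries Gstk1 alone passed at Dose II (adjusted p = 0.0862 from edgeR), with Gpx4 at 0.187, Prdx5 at 0.352 and Gpx1 at 0.404. Adjusted over the list alone, 4 passed there at Dose II and 0 at Dose I. In a glutathione list fixed before the data were examined, 5 of 31 genes rose and 1 fell (7 and 1 adjusted over the list alone; Fisher's exact test, adjusted p = 0.0224, and adjusted p = 0.353 with an estimated correlation), and over all 38 libraries 2 rose and 0 fell (5 and 1 adjusted over the list alone). This list too was not cleared of genes that the study names. Gclc, the catalytic subunit of the rate-limiting enzyme of glutathione synthesis, had a log2 fold change of -0.08 (SE 0.15, adjusted p = 0.825) from edgeR. The paper proposes, from the genes of the folate cycle, transsulfuration and glutathione metabolism, its reporter metabolites, the rise of sarcosine in the liver and betaine being a precursor for these pathways, that the supplementation promoted glutathione biosynthesis.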

Based on reporter metabolite analysis, we also identified betaine, dimethylglycine, sarcosine, 5,10−methylene−THF, 10−formyl−THF, THF, homocysteine, L-cystathionine and S-(formylmethyl) glutathione, which are associated with up-regulated genes in folate metabolism, the transsulfuration pathway and glutathione metabolism (Figure 3B, Figure 5A,B). Interestingly, the increase in hepatic levels of sarcosine (also known as N-methylglycine) found in hamsters supplemented with CMA at both doses was in agreement with our predictions of enhancement of the subsystems of glycine, serine and threonine metabolism, including the metabolite sarcosine, in response to the administration of this multi-ingredient (Figure 3B, Figure 4B). Considering that one of the significant components of the CMA is betaine, which is a precursor for these metabolic pathways (Figure 5A), these results suggested that the supplementation promoted glutathione biosynthesis through the folate cycle and transsulfuration pathway.

Peroxisome and mitochondria cooperatively perform diverse metabolic processes, including fatty acid β-oxidation and cellular ROS homeostasis [39]. Short-and medium-chain fatty acids (SCFAs, MCFAs) are oxidized in the mitochondria, whereas long-chain fatty acids (LCFAs) are oxidized in both mitochondria and peroxisome. Very-long-chain fatty acids (VLFAs) are preferentially oxidized in the peroxisomes [40]. 

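Acsm1, Acsm3 and Acsm5, which activate medium-chain fatty acids in mitochondria, rose at Dose II. In the study's 37 libraries the log2 fold change of Acsm1 was 0.27 (SE 0.06, adjusted p = 0.0126), that of Acsm5 0.45 (SE 0.11, adjusted p = 0.0217) and that of Acsm3 0.30 (SE 0.09, adjusted p = 0.0618), from edgeR. Slc27a5, a long-chain acyl-CoA synthetase, at 0.24 (SE 0.08, adjusted p = 0.102), and Acot8, a peroxisomal thioesterase, at 0.29 (SE 0.10, adjusted p = 0.114), did not pass in edgeR (all 5 genes passed adjusted over the list alone at each dose, in a list that the study chose on these samples). At Dose I these 5 genes had log2 fold changes of 0.20 to 0.25, and 0 passed over all genes in edgeR, although each had an unadjusted p under 0.05. With 38 libraries, Acsm1 and Acsm5 passed at Dose II and Acsm3 did not (adjusted p = 0.169 from edgeR). In a list of mitochondrial fatty acid oxidation fixed before the data were examined, which holds Acsm1, Acsm3 and Acsm5, these 3 of 31 genes rose and 0 fell (4 adjusted over the list alone; Fisher's exact test, adjusted p = 0.342, and adjusted p = 0.404 with an estimated correlation).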

We found that the hepatic expression of genes associated with fatty acid oxidation in peroxisome and mitochondria (*SLC27A5*, *ABCD1*, *ACOT8*, *ACSM1*, *ACSM3*, and *ACSM5*) were elevated in the liver of CMA-treated hamsters, which could be related to the supplementation of LCT and NR (Figure 5B,C). Moreover, we observed that the genes involved in ROS metabolism, including *MPV17L*, *GSTK1*, *PRDX5*, *GPX1*, and *GPX4* (Figure 5B,C), showed a significant increase, which could be a result of the supplemented NR and elevated glutathione metabolism. 

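Among the genes of reactive oxygen species metabolism that the study names, Mpv17l, Gstk1, Gpx4 and Prdx5 rose at Dose II and Gpx1 did not pass over its 37 libraries (5 of 5 adjusted over the list alone, a list chosen on these samples). With C105 included, 2 of the 5 rose, Mpv17l (adjusted p = 0.0238 from edgeR) and Gstk1. Of 22 antioxidant enzymes listed before the data were examined, 4 rose and 1 fell (7 and 3 adjusted over the list alone; Fisher's exact test, adjusted p = 0.0306, and adjusted p = 0.353 with an estimated correlation). Msrb2, a methionine sulfoxide reductase of mitochondria, rose at 0.20 (SE 0.05, adjusted p = 0.0191) and Hmox1, heme oxygenase, which macrophages also express, fell at -0.37 (SE 0.11, adjusted p = 0.0536), from edgeR. In all 38 libraries, 1 of the 22 rose and 1 fell. Genes that the study names were not taken out of the list of 22, so its count is not independent of theirs. At Dose I Mpv17l had 0.65 (SE 0.21, adjusted p = 0.270) from edgeR.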

*SLC27A5*, which facilitates the uptake of LCFAs, has been considered as long-chain and very-long-chain acyl-CoA (VLCFA-CoA) synthetases [41,42]. 

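Tdo2, which encodes tryptophan dioxygenase, the first enzyme of NAD+ synthesis from tryptophan, had a log2 fold change of 0.58 (SE 0.19, adjusted p = 0.0817) at Dose II and 0.72 (SE 0.19, adjusted p = 0.147) at Dose I, from edgeR over the study's 37 libraries. Afmid, which hydrolyzes formylkynurenine, rose at Dose II by 0.27 (SE 0.08, adjusted p = 0.0619) from edgeR, and Kynu, kynureninase, had 0.24 (SE 0.08, adjusted p = 0.102) at Dose II from edgeR and did not pass. So 2 of these 3 genes passed at Dose II (3 adjusted over the list alone, a list that the study chose on these samples) and 0 at Dose I in edgeR (3 adjusted over the list alone, 2 at an unadjusted p under 0.05). Across the 38 libraries, 0 of the 3 passed at Dose II in edgeR (3 adjusted over the list alone), all 3 at an unadjusted p under 0.05, with adjusted p = 0.116 for Tdo2, 0.201 for Afmid and 0.155 for Kynu. Nampt, the rate-limiting enzyme of NAD+ salvage, had a log2 fold change of 0.00 (SE 0.08, adjusted p = 0.986) at Dose II from edgeR.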

Interestingly, the hepatic expression of genes involved in de novo synthesis of NAD^+^, an important coenzyme for redox reactions, including *TDO2*, *AFMID*, and *KYNU*, was significantly increased after CMA supplementation. NAD^+^ and NADH were also identified as reporter metabolites associated with up-regulated genes in fatty acid oxidation, oxidative phosphorylation and TCA cycle (Figure 5B,C). Notably, in agreement with the aforementioned findings, we found that the NAD^+^ level was significantly increased in the liver with CMA Dose I and II supplementation vs. HFD (Figure 4A). In addition, we found that the hepatic levels of ascorbate, a well-known potent antioxidant, were significantly increased with CMA Dose I and II supplementation compared to that in HFD counterparts. Ascorbate reduces the content of reactive oxygen species in hepatocyte mitochondria scavenging superoxide, hydroxyl and peroxyl radicals, and inactivating hypochlorite and singlet oxygen [43]. Ascorbate also improves the reduced glutathione (GSH) status by recycling oxidized glutathione and can improve mitochondrial function by improving the thiol status [43,44]. Different types of scientific evidence obtained in animal studies as well as through epidemiological surveys have demonstrated that ascorbate deficiency is correlated with increasing risks for NAFLD [45,46,47,48]. Furthermore, ascorbate supplementation ameliorated HS induced by a high palm oil diet in guinea pigs [49] and improved hepatic mitochondria function in arsenic-treated rats [50].

Additionally, we found that CMA supplementation increased the hepatic expression of genes involved in BCAA catabolism, including *BCAT2*, *BCKDHA*, *MCCC1*, *MCCC2*, *ALDH2*, *ALDH9A1* and *PCCA* (Figure 5B, Figure 6A). 

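Of 7 genes that the study names in BCAA catabolism, 5 rose at Dose II over its 37 libraries (7 adjusted over the list alone, a list chosen on these samples). Mccc1 and Mccc2, which encode both subunits of the carboxylase of leucine breakdown, had log2 fold changes of 0.21 (SE 0.06, adjusted p = 0.0292) and 0.32 (SE 0.11, adjusted p = 0.0874), Bcat2 one of 0.57 (SE 0.19, adjusted p = 0.0870), Bckdha, a subunit of the branched-chain ketoacid dehydrogenase, one of 0.36 (SE 0.12, adjusted p = 0.0942), and Pcca, a subunit of propionyl-CoA carboxylase, one of 0.21 (SE 0.07, adjusted p = 0.0971), from edgeR. Aldh2 at 0.23 (SE 0.08, adjusted p = 0.118) and Aldh9a1 at 0.19 (SE 0.07, adjusted p = 0.114), both aldehyde dehydrogenases, did not pass in edgeR. At Dose I the 7 log2 fold changes ran from 0.13 to 0.52, and 0 passed in edgeR (5 adjusted over the list alone). Over all 38 libraries Mccc1 alone passed at Dose II (adjusted p = 0.0549 from edgeR). On HFD Bcat2 had risen and Mccc1 had fallen against control (1.26 and -0.30), so at Dose II the first moved farther from the control level and the second back toward it.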

We also observed significantly enhanced hepatic expression of *IDH2* and *SDHB* in TCA cycle. 

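Idh2, which encodes the NADP-dependent isocitrate dehydrogenase of mitochondria, had a log2 fold change of 0.36 (SE 0.07, adjusted p = 0.00544) at Dose II, and Sdhb, a subunit of succinate dehydrogenase, one of 0.15 (SE 0.05, adjusted p = 0.0907), from edgeR over the study's 37 libraries. At Dose I they had 0.21 (SE 0.08, adjusted p = 0.371) and 0.06 (SE 0.05, adjusted p = 0.766) from edgeR. With C105 included, Idh2 passed at Dose II (adjusted p = 0.0238 from edgeR) and Sdhb did not (adjusted p = 0.462 from edgeR), since its SE went from 0.05 to 0.09 with control C105 in the shared estimate of the spread.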

Increased TCA cycle and BCAA catabolism could indicate that the fatty acid oxidation and cellular respiration are enhanced as suggested by a previous study [51]. Moreover, we observed that the hepatic expression of genes involved in arginine biosynthesis (*GPT*, *GOT1*, *GPT2*, *CPS1* and *ASS1*) and genes involved in arginine and proline metabolism was significantly increased with the CMA supplementation. It has been reported that the down-regulation of *CPS1*, the flux-generating urea cycle feeder enzyme, correlated with the loss of functional capacity for ureagenesis in patients with NASH [52,53].

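Cps1, which encodes the carbamoyl phosphate synthetase that feeds the urea cycle, went from 4225 ± 938 CPM (SD, n = 10) in the HFD group to 5765 ± 1131 CPM (SD, n = 10) at Dose II and 5658 ± 1362 CPM (SD, n = 9) at Dose I over the study's 37 libraries. Its log2 fold change was 0.45 (SE 0.12, adjusted p = 0.0338) at Dose II and 0.42 (SE 0.12, adjusted p = 0.181) at Dose I, and that of Ass1, argininosuccinate synthase, 0.48 (SE 0.13, adjusted p = 0.0344) at Dose II and 0.35 (SE 0.13, adjusted p = 0.409) at Dose I, from edgeR. Gpt, a cytosolic alanine transaminase, rose at Dose II, at 0.33 (SE 0.11, adjusted p = 0.0914) from edgeR, as did Gpt2 and Got1. All 5 genes that the study names therefore rose at Dose II (5 adjusted over the list alone, a list chosen on these samples), and 0 passed at Dose I in edgeR (5 adjusted over the list alone), where their log2 fold changes ran from 0.20 to 0.83. In all 38 libraries, 4 of the 5 passed at Dose II, with Cps1 at adjusted p = 0.0555 and Gpt, which did not pass, at 0.216, from edgeR. Cps1 and Ass1 are also members of the periportal list. Of its 21 tested genes, 6 rose and 0 fell at Dose II over 37 libraries (adjusted p = 0.256 with an estimated correlation from camera).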

## 4. Discussion

In this study, we evaluated the global changes induced by the CMA treatment (Figure 6B). We demonstrated that HFD-fed hamsters that received the CMA at both doses displayed an amelioration of HS compared to their HFD-fed control counterparts. Interestingly, our transcriptomics analysis revealed that after CMA treatment there was a significant increase in the hepatic expression of genes in one-carbon metabolism and transsulfuration pathway, which are closely associated with the de novo GSH synthesis, which, in turn, is altered in patients with HS [9]. Moreover, we reported that CMA supplementation increased the expression of genes involved in BCAA catabolism and the urea cycle in the liver. Furthermore, we observed, in hamsters supplemented with CMA at both doses, elevated NAD+ hepatic levels, the lack of which has a critical role in the development of NAFLD [9,54], as well as increased hepatic concentrations of the one-carbon metabolite sarcosine and free radical scavenger ascorbate. Altogether, our findings strongly suggest CMA supplementation as a very promising strategy to ameliorate fatty liver.

Our findings agreed well with, and also extended, the predicted results from our recent work [20]. Our previous studies revealed that altered GSH and NAD+ metabolism is a prevailing feature of NAFLD [9]. Amino acids, in particular serine, glycine, methionine, and several metabolites involved in one-carbon metabolism, play crucial roles in NAFLD progression [16]. Mice with HFD-induced NAFLD also showed dysregulated one-carbon metabolism in liver [55,56]. Dysregulated BCAA metabolism was significantly associated with the progression of NAFLD [57] and increased plasma levels of BCAAs were reported in NAFLD metabolomics studies [58]. Based on our previous study, we predicted that catabolism of BCAAs was significantly increased after CMA supplementation based on integration of GEMs and metabolomics data [20]. In patients with NAFLD, it has been reported that increased BCAA levels are likely linked to increased insulin resistance [59,60], and worsening insulin resistance in the setting of NAFLD is associated with the progressive inability of insulin to suppress plasma BCAAs, which in turn results in their elevated plasma levels [61,62]. In addition, BCAAs and their metabolites are involved in the optimal up-regulation of TCA cycle, since dysregulated BCAA metabolism in the setting of insulin resistance could impair the physiological induction of mitochondrial TCA cycle, leading to mitochondrial dysfunction in the progression of NAFLD [61]. In the current study, based on the integration of GEMs and transcriptomics data, we predicted that the catabolism of BCAAs was significantly increased after CMA supplementation, showing also increased hepatic mRNA levels of *BCAT2*, *BCKDHA*, *MCCC1*, *MCCC2*, *ALDH2*, *ALDH9A1* and *PCCA* in the HFD + MI_D2 hamsters. This is in line with our findings observed in a previous study in which the acute effect of a CMA including NAC, serine, NR and LCAT was evaluated in both rats and humans [20], reinforcing the idea that CMA would tackle NAFLD through the modulation of this metabolic pathway.

Serine hydroxymethyltransferase (*SHMT*) catalyzes the interconversion of glycine and serine, which are precursors for the generation of GSH, an important antioxidant for maintaining the redox balance in fatty acid β-oxidation [9,63]. Glycine N-methyltransferase (*GNMT*), the main gene involved in liver S-adenosylmethionine (SAM) catabolism, is down-regulated in the liver of HFD hamsters [64], as well as patients with cirrhosis and HCC [65]. In other studies, deletion of *GNMT* in mice led to excess increase in hepatic SAM, which is associated with fatty acid metabolism, oxidative stress and HS [66,67]. The down-regulation of *DMGDH*, which is a mitochondrial dimethylglycine dehydrogenase, was associated with insulin resistance in a previous study [68]. The hepatic *CBS/CTH* system was even positioned as a potential therapeutic target in NAFLD due to the deficiencies of *CBS* and *CTH* in rodent studies [69,70]. Taking into account the aforementioned findings [71], in the present study, the increased expression of key genes involved in folate metabolism (*SHMT2*, *MTHFD1*, *DMGDH*, *SARDH*, and *GNMT*) and in the transsulfuration pathway (*CBS* and *CTH*) found in the livers of CMA-supplemented hamsters strongly suggests that CMA ameliorated NAFLD promoting glutathione biosynthesis through the activation of these two metabolic pathways.

*IDH2* is considered a unique enzyme in the regulation of mitochondrial ROS [72]. *IDH2* knockout accelerates oxidative stress, lipid accumulation and HS in HFD-challenged mice, which were restored by promoting *IDH2* expression [73]. In the present study, we found that *IDH2* was up-regulated in the livers of hamsters after CMA supplementation vs HFD. Relevantly, the ROS metabolism-related genes *MPV17L* and *GSTK1* displayed the same pattern of expression than those observed for *IDH2*. *MPV17L*, a transmembrane protein, has been implicated in the regulation of peroxisomal ROS metabolism [74]. *MPV17L* also prevents mitochondrial dysfunction and apoptosis through its antioxidant and antiapoptotic properties in vivo and in vitro [75]. *GSTK1* is a highly conserved enzyme potentially involved in redox reaction and has a crucial role in protection against oxidative stress [76]. In addition, the expression of *GPX1* and *GPX4* genes, which code for the glutathione peroxidase (GPx) family of enzymes, was also up-regulated in the hamsters that received the CMA treatment. GPx catalyzes the reduction of H_2_O_2_ and lipid peroxides through the conversion of GSH to GSSG and thereby plays a crucial role in the protection of cells against oxidative damage. Patients with NASH had significantly lower levels of GPx activity [77]. Overall, our results strongly suggest that CMA would protect against NAFLD-associated oxidative stress, at least in part, through the up-regulation of the expression of these key genes involved in ROS metabolism. In addition, the increased hepatic concentrations of ascorbate found in HFD + MI_D1 and HFD + MI_D2 hamsters would provide extra evidence for the protective role of CMA against the oxidative stress that occurs in NAFLD. Nevertheless, up-regulation of gene expression is not always translated into increased protein activity or into changes in the concentration of functional metabolites. Therefore, further research focused on the analyses of hepatic GSH and ROS levels would be of great value to confirm that the modulation of the expression of both GSH-and ROS-related genes is translated into increased concentrations of GSH and decreased levels of ROS in the livers of CMA-supplemented hamsters.

The increased hepatic expression of genes associated with fatty acid oxidation in peroxisome and mitochondria (*SLC27A5*, *ABCD1*, *ACOT8*, *ACSM1*, *ACSM3* and *ACSM5*) found in response to the supplementation with CMA suggests that this multi-ingredient treatment would tackle NAFLD by boosting this catabolic pathway in both organelles. Different previous findings contribute to reinforce our hypothesis. Thus, a recent study showed that knockout of *SLC27A5* leads to disrupted lipid metabolism and redox balance in HCC cells both in vitro and in vivo [78]. In patients with severe steatohepatitis and cirrhotic liver, the hepatic expression levels of *SLC27A5* were significantly decreased and inversely correlated with histological progression [79]. *ABCD1* mediates the uptake of the VLCFAs across the peroxisome membrane, and its loss of function results in defective β-oxidation of VLCFA and increased cellular oxidative stress [80,81]. However, the mRNA levels of the gene encoding for carnitine palmitoyl transferase alpha (CPT1α), which plays a key role in the supply of fatty acids into the mitochondrial matrix, did not increase in the CMA-supplemented hamsters when compared to their HFD counterparts, which would not fully support our findings. 

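Cpt1a had a log2 fold change of -0.20 (SE 0.16, adjusted p = 0.543) at Dose II and -0.37 (SE 0.17, adjusted p = 0.489) at Dose I from the HFD group, from edgeR over the study's 37 libraries. Across the 38 libraries, its SE was 0.24 and 0.25 (adjusted p = 0.738 and 0.827 from edgeR). Its transcript thus did not pass at either dose when adjusted over all genes, after having fallen on HFD against control. Adjusted over the 4 tested genes that the study names as not raised, it fell at Dose I over 37 libraries and not over 38.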

One limitation of the gene expression data is the fact that they do not always match protein levels. Therefore, further studies of protein expression performed in liver would be useful to support our hypothesis. Furthermore, different studies have shown that the use of activators of AMPK (via phosphorylation) could be a useful strategy to improve NAFLD, boosting fatty acid oxidation by enhancing CPT1α flux [82]. Therefore, additional studies focused on the AMPK-signaling pathway in the liver could also contribute to clarifying if CMA can activate β-oxidation through the phosphorylation of AMPK. Nevertheless, the fact that our KEEG pathway analyses revealed a down-regulation of the AMPK-signaling pathway in the HFD animals when compared to the control group and that this pathway was not significantly up-regulated in the HFD + MI_D2 group vs. HFD hamsters would not be in agreement with this idea.

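On HFD, 25 of 53 genes of AMPK and insulin signalling fell and 4 rose over 37 libraries (adjusted p = 0.200 with an estimated correlation from camera). Over 38 libraries 14 fell and 1 rose (adjusted p = 0.280 with an estimated correlation). These genes did not rise as a group at Dose II. Of the 53 tested, 1 rose and 2 fell over the study's 37 libraries (4 and 5 adjusted over the list alone; Fisher's exact test, adjusted p = 1.00 for a rise), with a median log2 fold change of -0.02, and over all 38 libraries 0 passed in edgeR (0 adjusted over the list alone). Irs1 had a log2 fold change of 0.01 (SE 0.24, adjusted p = 0.986) at Dose II and Gys2, liver glycogen synthase, one of -0.03 (SE 0.07, adjusted p = 0.872), from edgeR. On HFD against control Gys2 had fallen by 0.39 on the log2 scale (SE 0.08, adjusted p = 2.63e-04 from edgeR).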

Epidemiologic data indicate that HS is associated with insulin resistance, and HS provokes an impairment of insulin action in skeletal muscle [83]. In addition, in mice challenged with an HFD, NAFLD preceded muscle lipid accumulation and whole-body hyperinsulinemia and hyperglycemia [83]. Furthermore, a recent study carried out with middle-aged Japanese subjects showed that the simultaneous presence of low skeletal muscle index (SMI) and density (SMD) was positively associated with a higher prevalence of NAFLD [84], highlighting the importance of muscle in NAFLD pathogenesis. In our study, CMA supplementation did not decrease the circulating levels of insulin and glucose and did not increase lean mass or the lean/fat mass ratio in HFD + MI_D1 and HFD + MI_D2 hamsters. These results would suggest, at first glance, that CMA would not ameliorate NAFLD by enhancing muscle accretion or muscle metabolism and that this multi-ingredient treatment would exert its beneficial effects mainly targeting the liver. However, further studies focused on muscle function would be needed to fully support this hypothesis.

Several studies have shown that the degree of weight loss is strongly associated with the reduction of NAFLD [85]. In this sense, a consensus document about the clinical practice guideline for the management of NAFLD stated that a weight loss of at least 7% by improving lifestyle or undergoing bariatric surgery over one year, improves NAFLD and its related complications [85]. Specifically, the authors concluded that a weight reduction between 7–10% in patients with few risk factors significantly reduces steatosis, inflammation and ballooning, also improving metabolic alterations, and that a weight loss of 10% or more could highly counteract the histological lesions occurring with NAFLD and improve its comorbidities [85]. Relevantly, in our study, we observed an 8.1% reduction of body weight and a significantly lower body weight gain in the animals supplemented with CMA at Dose II when compared to their HFD counterparts, which strongly suggest a strong potential of our multi-ingredient treatment to tackle NAFLD also through weight loss. This is also in agreement with our hypothesis to use multi-ingredient-based supplements that act against complementary targets, such as CMA, as potential strategies to effectively tackle this multifactorial disease, since different studies have claimed that better outcomes against NAFLD are obtained when treatments are performed under a multifaceted approach [7]. Three mechanisms responsible for the body weight loss produced by the supplementation of bioactive compounds are the inhibition of food intake, the enhancement of energy expenditure (EE), and the regulation of lipid metabolism [86]. Since we did not observe significant changes in energy intake in response to CMA treatment, it is plausible to hypothesize that the supplementation with CMA could decrease body weight gain through an enhancement of EE. This could be related to improved mitochondrial function and to the activation of thermogenesis in brown adipose tissue, which is, in rodents, the major contributor of energy dissipation through the production of heat [87]. Furthermore, an increased locomotor activity could also contribute to an increased EE. However, in the present study, we did not collect brown adipose tissue or carry out locomotor activity measurements, which would have been of interest to shed more light on this issue. In addition, the activation of β-oxidation and/or the inhibition of lipogenesis and fatty acid synthesis in different tissues, such as liver, muscle and adipose tissue, could also account for the body weight lowering effects observed in the hamsters supplemented with CMA. In this sense, as explained before, our hepatic transcriptomic analyses revealed and up-regulation of fatty acid oxidation-related genes in both mitochondria and peroxisome, which would be in agreement with our hypothesis. However, no significant changes in lipogenic genes such as diacylglycerol acyltransferase 1 and 2 (*DGAT1* and *DGAT2*), glycerol-3-phosphate acyltransferase (*GPAT*) or the master regulator of lipogenesis Peroxisome proliferator activated receptor gamma (*PPARg*) were found in this tissue after CMA treatment, which would not support that CMA exerts its body weight lowering effects through an inhibition of hepatic lipogenesis. 

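Dgat1 and Dgat2, which encode the enzymes of the last step of triacylglycerol synthesis, had log2 fold changes at Dose II of -0.02 (SE 0.08, adjusted p = 0.919) and 0.36 (SE 0.15, adjusted p = 0.197), from edgeR over the study's 37 libraries. Gpam, a mitochondrial glycerol-3-phosphate acyltransferase, had -0.55 (SE 0.27, adjusted p = 0.269) from edgeR. At Dose I the same genes had 0.05, 0.33 and -0.28, and none of the 3 passed at either dose over 37 or 38 libraries in edgeR, with unadjusted p-values from 0.0259 to 0.787 at Dose II. Adjusted over these 3 and Cpt1a alone, Dgat2 rose at Dose I over 37 libraries and not over 38, and none passed at Dose II. Pparg was not in the tested set. Acly and Me1, which act nearer the start of fatty acid synthesis, fell at Dose II.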

Additional studies focused on gene and protein expression performed in liver, white and brown adipose tissue, and skeletal muscle would be useful to shed more light on this issue.

This study has strengths and limitations. The major strength of this study is that, based on an integrative analysis of transcriptomics and GEMs in the liver, we unraveled the mechanisms by which CMA exerts its beneficial effects against NAFLD, showing that CMA ameliorated HS by activating mitochondria in the hepatic tissue by modulating the global lipid, amino acids, antioxidant and folate metabolisms. Furthermore, we also demonstrated, using an NMR metabolomics approach, that CMA supplementation at both doses increased the hepatic levels of three key metabolites involved in NAFLD pathogenesis, namely NAD^+^, the one-carbon metabolite sarcosine and the potent antioxidant ascorbate. In addition, the effects of CMA were evaluated at two extrapolated human equivalent doses that could be considered acceptable and safe to tackle HS in order to increase the likelihood of a subsequent successful animal-to-human translation. However, the hepatic levels of GSH and ROS were not analyzed, which would be very useful to fully validate the transcriptomics-based hypothesis pointing towards a modulation of ROS and GSH-related pathways exerted by CMA. Furthermore, the analyses of key enzymes involved in hepatic β-oxidation, such as CPT1α and phosphorylated AMPK, would be needed to support that CMA treatment enhanced fat oxidation. In addition, further studies focused on other tissues involved in the etiology and pathogenesis of NAFLD, such as skeletal muscle and white adipose tissue, would be of interest to fully understand CMA effects. Notably, CMA have been tested in numbers of human clinical phase 2 and phase 3 studies [88,89,90]. We have shown that CMA activates mitochondrial metabolism and decrease liver fat in humans as it has been shown in this animal study.

## 5. Conclusions

In conclusion, the administration for 4 weeks with CMA supplementation ameliorated HS in HFD-fed Golden Syrian hamsters. To shed light on the metabolisms by which CMA exerted its effects, we performed liver transcriptomics analysis and analyzed the data using GEMs. We observed that CMA supplementation significantly attenuated HFD-induced HS by modulating NAD^+^ metabolism, increasing the hepatic concentrations of the free radical scavenger ascorbate and modulating the mRNA levels of key genes involved in GSH and ROS-related pathways, fatty acid oxidation, BCAA catabolism and urea cycle, eventually activating mitochondria. Altogether, our results demonstrated that CMA act against complementary targets that are of paramount importance to effectively manage NAFLD. Our findings provide extra evidence for the beneficial effects of a treatment based on these metabolic activators against NAFLD. Further randomized controlled clinical trials in humans that focus on the effectiveness of CMA against NAFLD will be of great interest to shed more light on this issue.

## Figures and Tables

**Figure 1:**
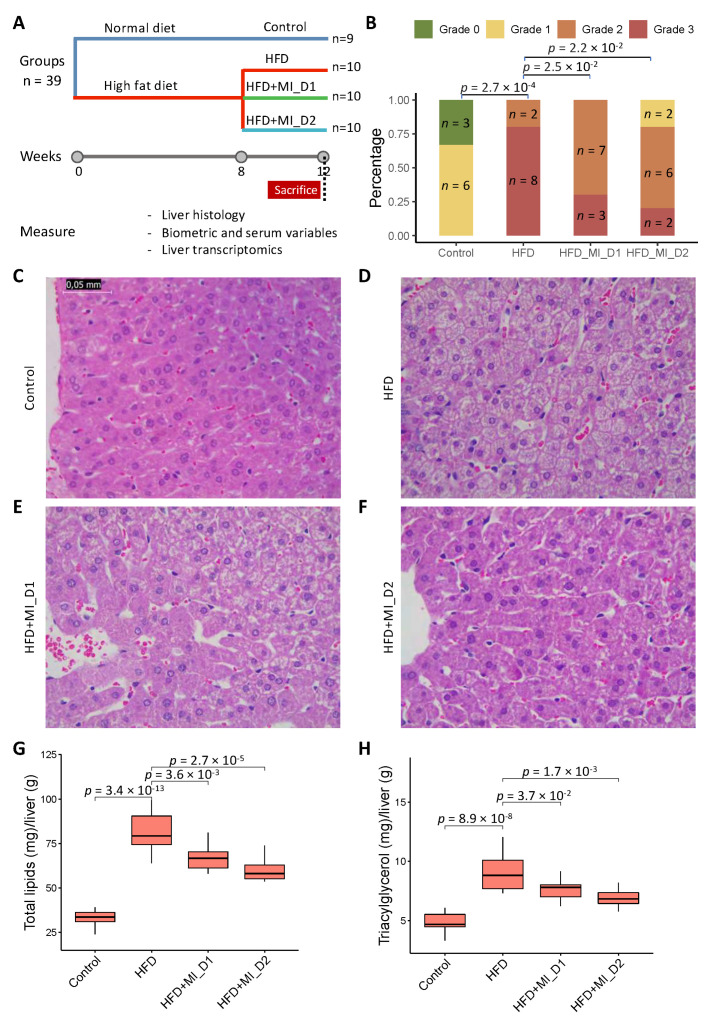
Effect of HFD and CMA treatment with two doses on liver histology of Golden Syrian hamsters. (**A**) Study design. (**B**) Steatosis score of histological changes in liver. (**C**–**F**) Histological analysis of steatosis in liver sections stained with Hematoxylin and Eosin (400 ×). (**G**) Relative hepatic total lipid content of hamsters in experimental groups. (**H**) Relative hepatic triacylglycerol level of hamsters in experimental groups. Control, normal diet; HFD, high-fat diet; HFD + MI_D1, high-fat diet supplemented with CMA at Dose I; HFD + MI_D2, high-fat diet supplemented with CMA at Dose II. Differences among groups in steatosis score were assessed using a Chi-squared test. Differences among groups in hepatic total lipid content and triacylglycerol level were derived from one-way ANOVA followed by Tukey’s post-hoc test. All results were considered statistically significant at *p*-value < 0.05.

**Figure 2:**
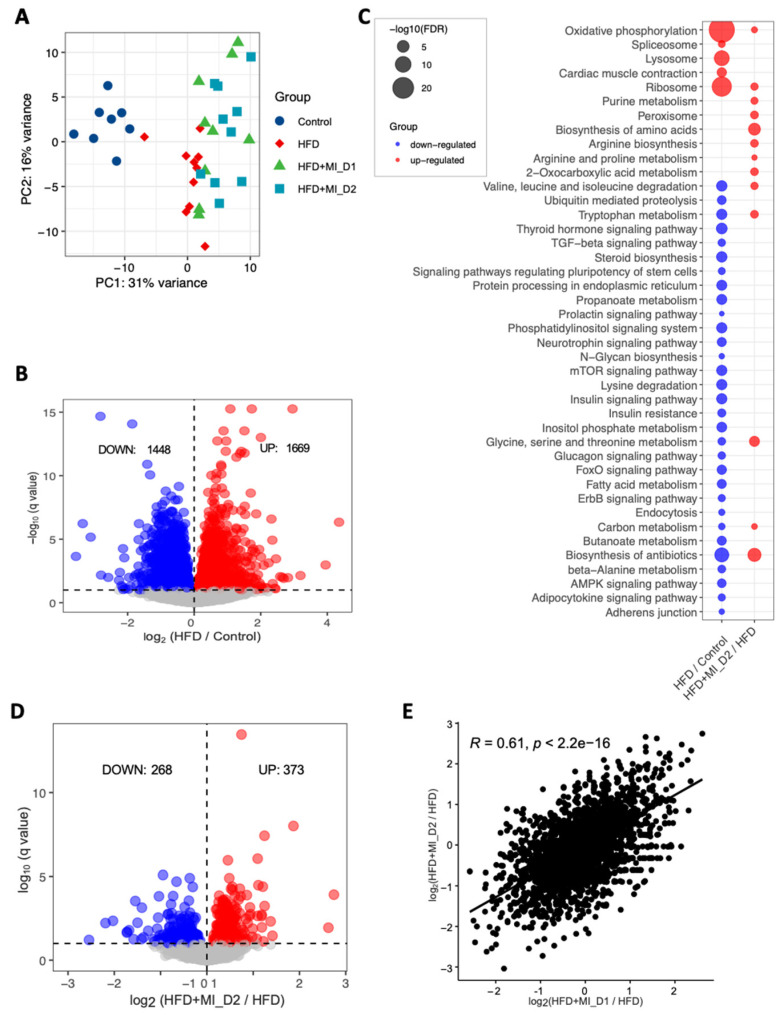
Effects of HFD and CMA treatment with two doses on liver transcriptomics of Golden Syrian hamsters. (**A**) PCA plot of 37 hamsters. (**B**) Up-and down-regulated genes in HFD group as compared to control group. (**C**) KEGG pathway analysis shows pathways that were significantly altered between HFD and control groups, HFD + MI_D2 and HFD groups, respectively. Pathways that were down-regulated or up-regulated are shown in blue and red, respectively. The size of the bubble is proportional to −log10 of the FDR for each KEGG pathway term. (**D**) Up-and down-regulated genes in HFD + MI_D2 group as compared to HFD group. (**E**) The log 2-fold changes in differential expressed genes between two groups compared to HFD group were significantly positively correlated.

**Figure 3:**
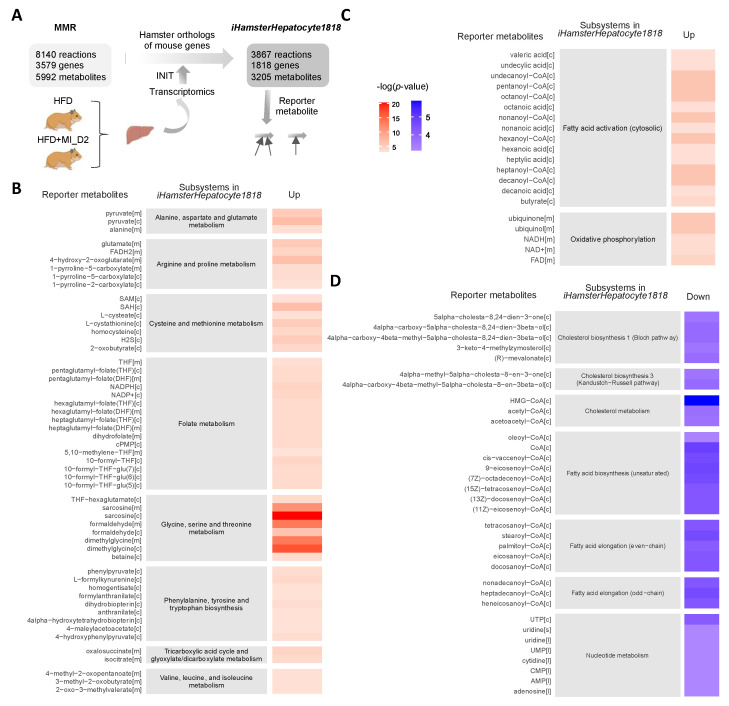
Reporter metabolites in CMA-treated group with Dose II. Metabolic differences between the hamsters treated with or without CMA at Dose II (HFD and HFD + MI_D2) were investigated through a comparative analysis of the gene expression profiles (RNA-seq) of the liver and *iHamsterHepatocyte1818*. (**A**) Liver-specific genome-scale metabolic model for Golden Syrian hamster (*iHamsterHepatocyte1818*) was created using the Golden Syrian hamster orthologs of mouse genes based on the mouse metabolic reaction (MMR); (**B**) reporter metabolites associated with amino acid metabolism and tricarboxylic acid (TCA) cycle; (**C**) fatty acid activation and oxidation phosphorylation; (**D**) biosynthesis and metabolism of cholesterol, biosynthesis and elongation of fatty acid, and nucleotide metabolism. *p* values for each reporter metabolite were calculated for up-and down-regulated genes. Abbreviations: CMA, combined metabolic activators; INIT, integrative network inference for tissue.

**Figure 4:**
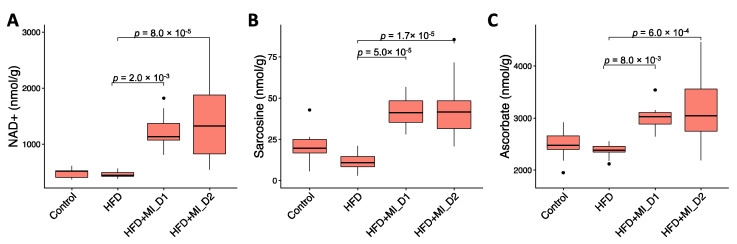
Hepatic concentration (nmol/g) of key metabolites modulated by CMA. (**A**) NAD^+^ hepatic levels; (**B**) sarcosine hepatic levels; (**C**) ascorbate hepatic levels. Statistical differences were obtained by one-way ANOVA followed by Tukey’s post-hoc test.

**Figure 5:**
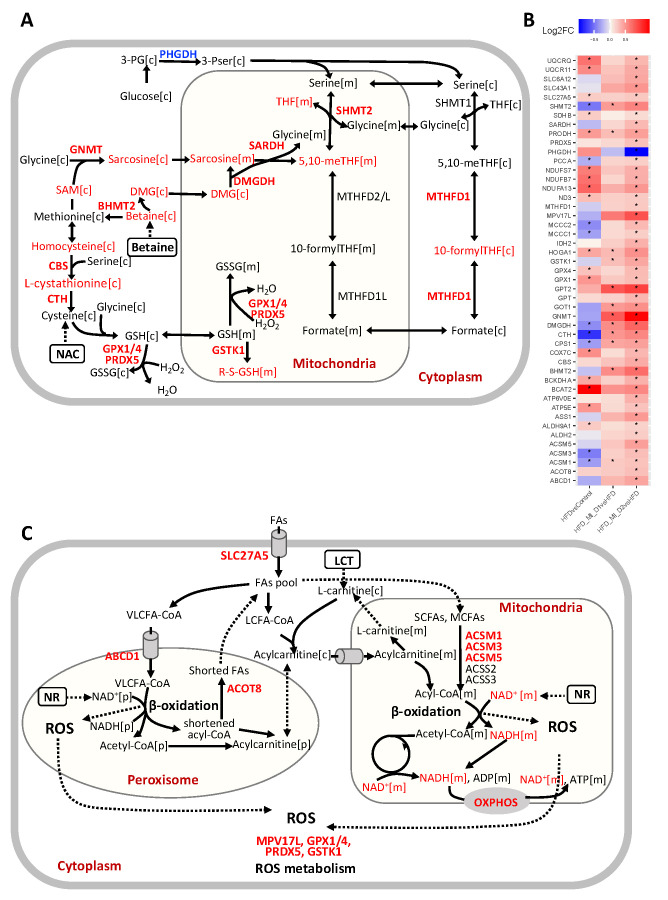
Significant increases (red) and decreases (blue) in genes and associated reporter metabolites in liver from hamsters in HFD + MI_D2 as compared to those in HFD group. (**A**) Reactions involved in one-carbon metabolism and transsulfuration pathway. (**B**) A summary of significantly expressed genes involved in one-carbon metabolism, transsulfuration pathway, fatty acid metabolism, oxidative phosphorylation (OXPHOS), BCAA degradation, TCA cycle and urea cycle. * Demonstrates the significance (adjusted *p*-value < 0.1). (**C**) Reactions involved in fatty acid metabolism in both mitochondria and peroxisome. Abbreviations: DMG, dimethylglycine; THF, tetrahydrofolate; SCFAs, short-chain fatty acids; MCFAs, medium-chain fatty acids; LCT, L-carnitine tartrate; GSH, glutathione; GSSG, glutathione disulfide; 3-PG, 3-phosphoglycerate; 3PSer, 3-phosphoserine; SAM, S-Adenosyl-l-methionine.

**Figure 6:**
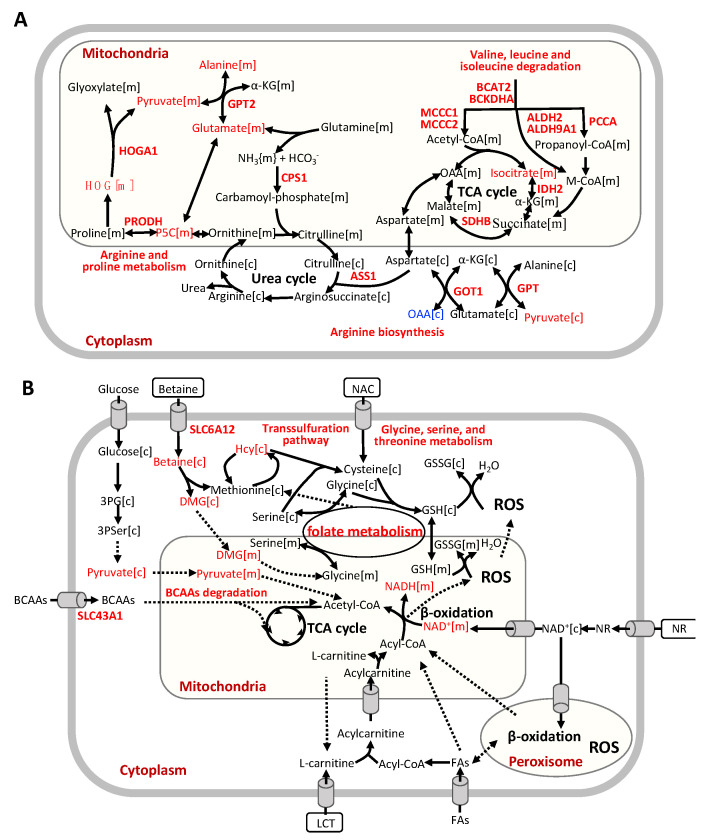
(**A**) Reactions involved in BCAA degradation, tricarboxylic acid cycle, and urea cycle. (**B**) Global effect of CMA supplementation. Abbreviations: BCAAs, branched-chain amino acids; OAA, Oxalacetic acid; α-KG, alpha-ketoglutarate; HOG, 4−hydroxy−2−oxoglutarate; M-CoA, methylmalonyl-CoA; P5C, 1−pyrroline−5−carboxylate; Hcy, homocysteine; GSH, glutathione; GSSG, glutathione disulfide; 3-PG, 3-phosphoglycerate; 3PSer, 3-phosphoserine; DMG, dimethylglycine; NR, nicotinamide riboside; NAC, N-acetyl-l-cysteine; FAs, fatty acids; LCT, L-carnitine tartrate.

**Table 1:** Energy intake, body composition and serum parameters of hamsters fed with a NFD (control group) or HFD (HFD group) at the 8th week of the study.

	Control (*n* = 9)	HFD (*n* = 30)
Cumulative Food Intake (kcal)	205.45 ± 14.08	194.73 ± 15.73
**Biometric variables**		
Body weight (g)	123.05 ± 5.14	121.16 ± 7.16
Fat mass (%)	11.94 ± 3.20	14.10 ± 2.42
Lean mass (%)	84.89 ± 3.26	84.12 ± 2.34
Lean/fat ratio	7.83 ± 3.22	6.19 ± 1.41
**Serum parameters**		
CHOL (mM)	3.90 ± 0.61	6.16 ± 0.91^$^

Data are shown as the mean ± SD. Different superscript letters indicate statistically significant differences (*p* < 0.05, Mann–Whitney–Wilcoxon test).

**Table 2:** Effects of HFD and multi-ingredient treatment at two doses (HFD + MI_D1 and HFD + MI_D2) on food intake and biometric and serum variables at the end of the study (week 12).

	Control (*n* = 9)	HFD (*n* = 10)	HFD + MI_D1 (*n* = 10)	HFD + MI_D2 (*n* =10)
Cumulative food intake (kcal) *	126.8 ± 14.4	111.1 ± 13.2	104.2 ± 15.9	95.2 ± 10.7
**Biometric variables**				
Body weight (g)	122.20 ± 5.62	126.57 ± 8.19	120.08 ± 10.32	116.28 ± 9.86
Body weight gain (g) *	−0.85 ± 4.17	5.50 ± 6.61	0.27 ± 5.26	−6.27± 5.38 ^b^
Liver weight (g) *	4.23 ± 0.30	5.10 ± 0.68 ^a^	4.69 ± 0.60	4.62 ± 0.61
Liver weight (%) *	3.49 ± 0.25	4.02 ± 0.30 ^a^	3.92 ± 0.43	3.98 ± 0.29
MWAT (%) *	0.88 ± 0.24	1.21 ± 0.24 ^a^	1.16 ± 0.29	1.14 ± 0.19
MUS	0.27 ± 0.03	0.25 ± 0.03	0.24 ± 0.03	0.24 ± 0.03
Fat mass (%)	11.28 ± 2.59	13.14 ± 2.78	14.84 ± 4.18	13.10 ± 2.87
Lean mass (%)	85.42 ± 2.39	85.74 ± 3.03	83.95 ± 4.04	85.22 ± 3.09
Lean/fat mass ratio	8.00 ± 2.13	6.84 ± 1.67	6.20 ± 2.19	6.83 ± 1.70
**Serum variables**				
Glucose (mM)	7.29 ± 1.50	9.42 ± 2.01	8.93 ± 1.42	9.27 ± 2.01
Insulin (mIU/L)	16.69 ± 2.92	16.26 ± 3.61	16.17 ± 1.34	16.78 ± 3.43
CHOL (mM) *	2.87 ± 0.21	4.03 ± 0.65 ^a^	3.77 ± 0.60	4.44 ± 0.85
HDL-C (mM) *	2.57 ± 0.36	3.15 ± 0.50	2.87 ± 0.52	3.32 ± 0.60
LDL-C (mM) *	0.90 ± 0.20	1.38 ± 0.32 ^a^	1.22 ± 0.24	1.34 ± 0.28
TG (mM)	1.07 ± 0.30	1.15 ± 0.53	0.96 ± 0.31	0.82 ± 0.32

Data are shown as the mean ± SD. * indicates significant difference (*p* < 0.05) among groups detected by one-way ANOVA. a and b indicate difference in HFD vs. control groups and HFD + MI_D2 vs. HFD groups, respectively (*p*.adj < 0.05, Tukey’s post-hoc test). HFD, high-fat diet. MWAT, mesenteric white adipose tissue. MUS, gastrocnemius and soleus muscles. CHOL, total cholesterol. TG, triacylglicerols. The body weights of the four groups at week 8 (just before the beginning of the placebo or CMA supplementation) were as follows (mean ± SD): Control: 123.05 ± 5.14; HFD: 121.07 ± 7.54; HFD + MI_D1: 119.85 ± 7.51; HFD + MI_D2: 122.55 ± 6.90.

## Data Availability

All raw RNA-sequencing data generated from this study can be accessed through accession number GSEXXXXXX.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biomedicines9101440/s1, Dataset S1: List of genes identified in liver transcriptomics and DEGs comparing HFD to control, HFD + MI_D1 to HFD, HFD + MI_D2 to HFD, and HFD + MI_D1 to HFD + MI_D2, respectively. Dataset S2: KEGG pathway and GO enrichment analysis for DEGs in HFD versus control and HFD + MI_D2 versus HFD. Dataset S3: Reporter metabolites are presented using the differential expression of genes in the liver tissue of the CMA-treated hamsters compared with that in the liver tissue of the HFD hamsters. Dataset S4: Composition of the diets used in the study.

How the deposited data were processed for this re-analysis (not part of the article)

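Liver RNA of male Golden Syrian hamsters was sequenced in 38 libraries, of which 9 came from the control group, 10 from the HFD group, 9 from the HFD + MI_D1 group (Dose I) and 10 from the HFD + MI_D2 group (Dose II). Conditions were taken from the sample labels and their doses from the paper's methods. All 38 columns of the deposited tables were matched to a labelled sample, and each library was taken as 1 animal, since the labels name none. The replicate numbers run from 101 to 138 over all groups and pair no samples.

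The authors quantified reads with kallisto on the Golden Syrian hamster genome MesAur1.0 (Ensembl release 101) and deposited kallisto's estimated counts, summed to gene symbols and not normalized, and TPM (counts divided by transcript length and total) for the same 14631 symbols. The files hold no transcript lengths, so the length of a gene was taken as the ratio of its estimated counts to its TPM, on a relative scale. The reads themselves were not used here, and the sequence of MesAur1.0 was not held, so GC content was not tested. Genes without a symbol are not in the tables. Near-identical genes may share reads in kallisto's estimates, and counts of such genes carry that uncertainty.

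From the deposited estimated counts, rounded to whole numbers, genes were filtered with filterByExpr on the 4 groups, normalized by TMM and tested with edgeR 4.0.16 (quasi-likelihood F test, 1 coefficient per group) in R 4.3.3. Genes at a Benjamini-Hochberg adjusted p under 0.1, the study's threshold, were counted as changed. SEs of log2 fold changes were computed as the size of the log2 fold change divided by the square root of F. The design planned before the data were examined has all 38 libraries in 1 fit. The library that the study left out was identified from its Dataset S1 as control C105 (libraries are named by group, C, H, DI or DII, and the number in their labels), and the same test was then run over the other 37 libraries, which is why the text gives both sets of values. Each library left out in turn was planned for the groups compared, but the use of the fit over these 37 libraries throughout was chosen after seeing the data and follows the study's own choice of libraries. Total estimated counts were 4.08e+06 to 1.04e+07 per library. On simulated counts for these genes, library sizes and group sizes, with 200 genes changed, 94% of genes changed by a log2 fold of 1 and 55% of those changed by 0.5 were recovered for HFD vs. control, 94% and 56% for Dose I vs. HFD, 97% and 57% for Dose II vs. HFD and 89% and 51% for Dose II vs. Dose I.

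Principal components were computed from log2 CPM with a prior count of 2 over the 500 most variable tested genes, and groups were compared by two-sided exact permutation tests of the difference of mean scores, or by 100000 resamples where both groups held 10 libraries, with p under 0.05 as the threshold. Gene lists of pathways, cell types and RNA quality were written before the data were examined, 49 of them for testing, and stand in for the KEGG and GO sets of the study's DAVID analysis, which were not held. Called members in each direction were compared with all tested genes by a one-sided Fisher's exact test, with Benjamini-Hochberg adjustment over lists and directions within a comparison, and lists were also tested with camera in limma 3.58.1, with a preset inter-gene correlation of 0.01 and with an estimated correlation. Lists of genes that the study names were counted only, since the study chose them on these samples. Genes that it names were not taken out of the lists written beforehand, so both kinds of list share members.

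Correlations of log2 fold changes were computed across all tested genes, beside simulated unchanged groups against the same HFD libraries and 100 splits of the 10 HFD libraries into parts of 5. Each count of changed genes was set against 100 drawn splits of the same libraries, the real one included. Genes named in the text are, by a rule written before the data were examined, those with the 10 smallest adjusted p in each direction and comparison with a mean of at least 1 CPM, every gene that the study names, up to 4 members of each cited list with the smallest adjusted p in the comparison, and a set of enzymes known as rate-limiting. Values in Dataset S1 had been seen when the rule was written, and it was applied a second time to the 37 libraries after seeing the data. Cd14 was named outside the rule, after its value was seen. Some genes that the rule gives are not reported here.

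Alternatives were DESeq2 1.42.0 with its own size factors and filter, fits of the 2 groups compared only, RLE normalization, a robust fit, no filter or a filter of at least 10 counts in every library, offsets from effective length or from each library's length trend (lowess span 0.3), limma-trend on log2(TPM + 1), a threshold of 0.05, and each library left out in turn. After the data were seen, most of these were repeated with control C105 left out, and an axis of variation, computed from deviations inside the groups, was added as a covariate. Figures were drawn with matplotlib. The metabolite, lipid and histology measurements, the metabolic model and its reporter metabolites were not analysed here, since no deposited file holds them.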

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

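The test of a wrong label, the test of the share of hepatocytes, the use of values over 37 libraries and the demand that a range with 1 library left out clear a bound were chosen only after the results were seen. In each group, 14 measures were searched for a library far from the others (Dixon's test), and 9 of 56 groups held one, where chance alone gives about 1 in 20 groups. Control C105 lay apart from the other 8 controls on PC1 (19.2, others -23.1 to -12.7), on PC2 (20.2, others -2.59 to 7.08), on the axis of variation inside the groups (41.8, others -23.9 to 0.372), in the Spearman correlation of its deviation with gene length (-0.356, others 0.121 to 0.344) and in Apoa2 (6787 CPM, others 1615 to 3629). In the Dose II group, DII134 had 9046 genes with at least 10 counts (others 8544 to 8772), DII131 had 7912 CPM of Apoa2 (others 5365 to 6498) and DII135 had 8348 CPM of Cps1 (others 4364 to 6307). Control C106 had 459 CPM of Dmgdh (others 332 to 384).

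Some gene lists that the paper does not discuss had medians away from 0 over the study's 37 libraries. The median log2 fold change of the Kupffer cell and macrophage markers was 0.54 on HFD, -0.46 at Dose I and -0.44 at Dose II (adjusted p = 0.405, 0.0376 and 0.142 with an estimated correlation from camera). At Dose II it was -0.34 for the interferon response, -0.11 for the COPI and COPII coats and Golgi transport and 0.29 for periportal hepatocyte genes (adjusted p = 0.0716, 0.0819 and 0.256 with an estimated correlation).

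Over 37 libraries, 74 of 85 cytosolic ribosomal and nuclear oxidative phosphorylation genes rose on HFD and 1 fell (median log2 fold change 0.32), and with control C105 included 2 of 25 and 3 of 60 rose. Removing each library's trend with gene length kept 53.4% of that median (50.2% to 55.2% with 1 library left out), with 47 genes that rose and 2 that fell. Adding the axis of variation inside the groups as a covariate kept 70.7% (63.6% to 78.2%), with 47 that rose and 0 that fell in edgeR, where 74 and 1 had passed without it. Both values argue against a length trend or the axis as the whole cause, since each would leave under 33%, but 53.4% lies below the 67% set beforehand for no part in it. The 70.7% lies above it and its range does not, and the demand on the range was made after the first values were seen. How much of the rise is theirs cannot be told apart from an effect of the diet. An effect of the diet on these genes stays open as a hypothesis.

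Control C105 stands apart from the other 8 controls, and leaving it out takes the genes called on HFD from 1409 to 3296. The tables argue against an animal of another group under a control label: over the 13 cholesterol synthesis genes that fell on HFD it lay -21.6% of the way from the other controls to HFD, among the other controls (-84.3% to 39.5%) and below every HFD (from 65.5%), Dose I (from 43.5%) and Dose II liver (from 100.5%). Other values go with such an animal: over the 202 of the 206 genes changed more than 2-fold that were also tested in all 38 libraries it lay at 123%, over the 3284 of the 3296 called genes tested in all 38 at 219%, and on the ribosomal and oxidative phosphorylation genes at 361%, past HFD itself, and its deviation correlated with the difference of HFD from control at a median r of 0.587 (lowest 0.543 over 100 splits of the other controls into parts of 4). What an axis shared with other livers predicts was found, since the deviation of the library correlated across genes with the axis of the other 37 at r 0.553, but the axis itself correlated with the log2 fold changes on HFD at r 0.524, so this r is no sign of the axis alone. What the axis stands for (RNA quality, feeding before sampling or another state of the animal) stays open, and no biological explanation was tested because the design gives none for a single control.

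Over 37 libraries, 18 of 24 macrophage markers rose on HFD, and 2 fell at Dose I (22 adjusted over the list alone) and 11 at Dose II, where neither HFD nor Dose II passed with an estimated correlation (adjusted p = 0.405 and 0.142), and with control C105 included 10 of 23 rose on HFD and 5 fell at Dose II (adjusted p = 0.280 and 0.0925 with an estimated correlation, of which Dose II passed). A lower share of hepatocytes in HFD livers would raise markers of every other cell type alike, and the tables argue against it: the macrophage median exceeded that of 45 endothelial and stellate genes by 0.557 (0.54 against -0.02), and the difference of both medians in each library was higher in the HFD group by 0.472 on the log2 scale (exact permutation test over libraries, p = 1.14e-04). A fall of hepatocyte markers goes with a lower share, and 7 of 25 fell and 1 rose over 38 libraries (Fisher's exact test, adjusted p = 0.0350; adjusted p = 0.358 with an estimated correlation), but over 37 it was 7 and 4 (Fisher's exact test, adjusted p = 0.505), with a median log2 fold change of -0.16. With the axis as a covariate 86.6% of the fall at Dose II was kept (78.7% to 98.2%), which argues against the axis as its cause. On HFD 45.9% of the rise was kept (39.0% to 52.4%), with 8 of 24 that rose and 0 that fell in edgeR, so there the axis cannot be told apart from an effect of the diet for the rest. Whether CMA changed the number of macrophages or their transcripts per cell stays open.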

How the results depend on the processing

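The settings that combine another choice with control C105 left out and the axis of variation as a covariate were chosen after seeing the data, as was leaving C105 out where it is in neither group. All other settings below, each library of the groups compared left out in turn among them, were set before. With all 38 libraries, edgeR called 600 genes that rose and 809 that fell on HFD, 147 and 97 at Dose II and 5 and 0 at Dose I, where 646 had an unadjusted p under 0.05 and other tools gave the counts below. Gene lists that passed Fisher's exact test numbered 3 among the genes that rose and 11 among those that fell on HFD, 1 and 0 at Dose I and 9 and 7 at Dose II. Of the genes that the study names in Fig. 5, 1 rose at Dose I and 16 at Dose II, and 0 fell at either dose in any setting. Between Dose II and Dose I edgeR, DESeq2 and limma-trend called 0 genes in every setting run, with 200 at an unadjusted p under 0.05 in edgeR over all 38 libraries. Numbers below follow this order, genes that rose before genes that fell.

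RLE normalization, the robust fit and the effective length offset left each of these counts within 1.5 times its value over all 38 libraries. DESeq2 over all 38 libraries called 32 and 9 genes at Dose I (6 of Fig. 5, lists 6 and 2) and 160 that fell at Dose II, and DESeq2 on only the 2 groups compared called 41 and 19 at Dose I (5 of Fig. 5, lists 6 and 3) and 364 and 275 at Dose II (30 of Fig. 5). edgeR on only the 2 groups compared called 483 that fell on HFD, 1 that fell at Dose I and 240 and 215 at Dose II. With each library's length trend removed, 9 and 3 genes were called at Dose I (2 of Fig. 5, lists 2 and 1). Limma-trend on log2(TPM + 1) called 390 genes that fell and 6 lists that rose on HFD, 3 and 3 genes and 0 lists that rose at Dose I, and 78 genes that rose at Dose II. That setting moved the share of rising genes among those called from 42.6% to 69.8% on HFD and from 60.2% to 35.6% at Dose II. A filter of at least 10 counts in every library gave 1 gene that fell and 0 lists that rose at Dose I and 4 lists that fell at Dose II, with 49.4% of the called genes rising there, and no filter gave 62 genes and 4 lists that fell at Dose II. At an adjusted p under 0.05, which calls fewer genes by construction, 358 and 462 passed on HFD and 78 and 36 at Dose II (10 of Fig. 5). In camera with a preset correlation 8 and 19 lists passed on HFD, 17 and 7 at Dose I and 15 and 11 at Dose II, and with an estimated correlation 1 and 1, 4 and 2, and 6 and 3. The cause was not tested for any other of these moves.

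With control C105 left out, DESeq2 called 1669 and 1648 genes on HFD (7 lists that rose), 56 and 24 at Dose I (10 of Fig. 5, lists 6 and 3) and 373 and 268 at Dose II (35 of Fig. 5, 14 lists that rose). edgeR on only the 2 groups compared called 1596 and 1661 on HFD (7 lists that rose), 1 that fell at Dose I and 240 and 215 at Dose II. The robust fit called 1630 and 1640 (7 lists that rose), 2 that fell at Dose I and 296 and 192 at Dose II (29 of Fig. 5). RLE normalization called 1652 and 1636 (7 lists that rose), 14 and 4 (2 of Fig. 5, lists 4 and 3) and 273 and 204 (26 of Fig. 5). Limma-trend on log2(TPM + 1) called 1420 and 1767 (7 lists that rose), 3 and 5 (lists 0 and 2) and 439 that fell at Dose II, where 25.6% of the called genes rose. The length trend offset called 1418 and 1458 (5 lists that rose), 18 and 5 (3 of Fig. 5, lists 4 and 2) and 255 and 181. The effective length offset called 1689 and 1513 (7 lists that rose, with 52.7% of the called genes rising), 10 and 4 (2 of Fig. 5, lists 3 and 1) and 243 and 213. With the axis as a covariate 665 and 611 genes passed on HFD (6 lists that rose), where 1647 and 1649 had passed without it over the same libraries, 10 and 3 passed at Dose I (2 of Fig. 5, lists 3 and 1) and 483 and 333 at Dose II (34 of Fig. 5). In camera with a preset correlation 8 lists rose on HFD, 17 and 7 passed at Dose I and 16 rose at Dose II, and with an estimated correlation 0 and 0, 4 and 2, and 4 and 2. No scaling moved the median log2 fold change of all tested genes by more than 0.1. At Dose II over 37 libraries that median was -0.0599 in limma-trend on log2(TPM + 1), against -0.0040 in edgeR. Whether this shift moved the share of rising genes was not tested. The cause of the moves with control C105 left out is weighed among the results above, and for those that differ between these settings the cause was not tested.

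On PC1 the HFD group lay 14.3 above the control group, Dose I 3.42 above HFD, which did not pass at p under 0.05, and Dose II 5.78 above HFD. With all tested genes the differences of HFD from control and of Dose II from HFD, 20.5 (exact permutation test, p = 0.0563) and 8.39 (permutation test, p = 0.0881), no longer passed. The difference of Dose I passed at 3.70 with DESeq2's variance stabilizing transformation, 4.14 with that transformation and control C105 left out, and 3.52 from log2(TPM + 1), and the cause was not tested. The correlation of the log2 fold changes of both doses, 0.780 over 9045 genes, was 0.964 over the genes changed in either comparison. It was 0.594 with fold changes from DESeq2, which cover 12981 genes, and a median of 0.399 over splits of the HFD libraries into parts of 5. With control C105 left out DESeq2 gave 0.594, and 0.951 over the genes changed in either comparison, and the splits gave 0.399. The correlation of HFD vs. control with Dose II vs. HFD, 0.0311, turned to -0.278 with fold changes from DESeq2 and to -0.222 with DESeq2 and control C105 left out. These cover 12981 and 12976 genes against 9045 in edgeR, so the tool and the gene set changed together. With at least 10 counts in every library (7113 genes) edgeR gave 0.0454. The correlation was 0.181 over splits of the HFD libraries and 0.220 over those splits with control C105 left out. The splits remove the shared HFD livers, which lower this correlation by construction, and for the other settings the cause was not tested.

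With 1 library left out at a time, genes that rose on HFD numbered 441 (without C108) to 1669 (DESeq2 without C105; 1647 in edgeR), and genes that fell 434 (without C109) to 1649 (without C105), with 507 without C101, 485 without C103 and 447 without C108. Lists that rose on HFD numbered up to 7 (without C105). At Dose I, 2 to 14 genes rose: 2 without H113, H117, H118, DI126 or DI127, 3 without DI121, 9 without H111, H112 or DI123, 10 without DI120, 11 without H110 and 14 without DI122 or C105. From 0 (without H110, in edgeR) to 11 fell there: 1 without H112, H116 or DI123, 2 without H111 or H119, 3 without C105 and 11 without DI122. Fig. 5 genes that rose at Dose I numbered 1 to 3 (2 without H110, DI120, DI123, DI125 or C105, and 3 without H111 or DI122), and the lists 4 and 3 without C105. At Dose II, 87 to 307 genes rose (87 without H114, 97 without H117, 88 without DII135 and 307 without C105) and 45 to 205 fell (51 without H114, 57 without H115, 45 without DII135, 59 without DII138 and 205 without C105). Fig. 5 genes that rose at Dose II numbered 10 (without H117, DII133 or DII135) to 29 (without C105). The PC1 difference ran from 12.3 to 18.3 for HFD and from 4.69 to 6.72 for Dose II, which passed each time, and from 2.30 (without H111) to 4.34 (without C105) for Dose I, which passed without C105, C108 (3.90), H118 (4.27), DI125 (4.15) or DII129 (3.72). Beyond the smaller groups that leaving out a library makes, the cause was not tested.

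Over the 11 settings set before the data were examined, named genes kept their direction and side of the threshold in 2163 of 2271 cases, 62 came to pass, 46 no longer passed and 0 turned. With 1 library left out they did so in 3937 of 4156 cases, with 79 that came to pass, 140 that no longer passed and 0 that turned, and over the 8 settings added later in 1458 of 1663, with 193, 10 and 2. The ones that turned were both Nampt on HFD, at -0.28 with the effective length offset and -0.31 with limma-trend on log2(TPM + 1), each with control C105 left out, and the cause was not tested. Gene lists kept their side of the threshold in 542 of 630 cases over 10 settings set before (55 came to pass and 33 no longer did) and in 401 of 567 over 9 added later (122 and 44).

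Chance was weighed with 100 splits of the libraries of each comparison, the real one included. Over all 38 libraries 2 of 100 splits called as many as the real 1409 for HFD vs. control, and the highest other called 2337. For Dose II vs. HFD 1 of 100 did (real 244, highest other 2). Counts this low make chance unlikely but do not exclude it. Chance cannot be excluded for Dose I vs. HFD (6 of 100; real 5, highest other 206). For Dose II vs. Dose I the splits decide nothing, since edgeR called 0 genes and every split calls at least that many (100 of 100, highest other 9). Over the study's 37 libraries the counts were 1 of 100 for HFD vs. control (real 3296, highest other 586) and 2 of 100 for Dose II vs. HFD (real 512, highest other 847). For Dose I vs. HFD the count was 6 of 100 (real 17, highest other 640). These counts are not adjusted over the comparisons, and 2 of 100 lies close to 6 of 100. In several comparisons, that of Dose I with HFD among them, some splits called more genes than the real one. What those splits share was not tested.

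Total estimated counts of 4.08e+06 to 1.04e+07 per library limit which genes can be tested (9045 over all 38 libraries) and how small a change is found: of simulated genes changed by a log2 fold of 0.5, 55% were recovered for HFD vs. control, 56% for Dose I vs. HFD, 57% for Dose II vs. HFD and 51% for Dose II vs. Dose I. Each simulation changed 200 genes, and recovery where fewer genes change was not simulated. No paired analysis was possible because the numbers of the libraries run on through the groups and no number is shared between groups.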

Differences from the paper's values

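Leaving out each library of the groups compared in turn was set before the data were examined, which for HFD vs. control takes in C105. Leaving out control C105 at Dose I and Dose II, and giving values over 37 libraries elsewhere, were chosen after the values were seen. All counts below are at the paper's threshold, an adjusted p under 0.1. On HFD the paper reports 3317 genes, of which 1669 rose and 1648 fell, and edgeR over all 38 libraries called 1409, of which 600 rose and 809 fell. Of the alternatives set before the data were examined, those without control C105 came within 1.5 times of the paper's counts (1647 and 1649 in edgeR, 1669 and 1648 in DESeq2, the paper's exact counts), and no other alternative did. At Dose I the paper reports 80 genes, 56 that rose and 24 that fell, and edgeR called 5, of which 5 rose and 0 fell (646 at an unadjusted p under 0.05, and 32 and 9 in DESeq2). DESeq2 on only the 2 groups compared (60 genes, 41 and 19) came within 1.5 times, and no other alternative set before the data were examined did. At Dose II the paper reports 641 genes, 373 that rose and 268 that fell, and edgeR called 244, 147 that rose and 97 that fell. Alternatives set before that came within 1.5 times were DESeq2 on only the 2 groups compared (639 genes, 364 and 275) and, for the total and the genes that fell but not for those that rose, edgeR on only the 2 groups compared (455 genes, 240 and 215), and the others did not.

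DESeq2 with control C105 left out, a setting chosen after seeing the values for the CMA comparisons, gave the paper's exact counts, 56 and 24 at Dose I and 373 and 268 at Dose II, and dropped 0 of the 78 and 628 matched genes of the paper's Dataset S1. edgeR with that library left out, also chosen after seeing the values, came within 1.5 times at Dose II (512 genes, 307 and 205) and not at Dose I (14 and 3). It called all 1925 tested genes of the HFD part of Dataset S1 held here again, and 14 of 78 at Dose I and 499 of 628 at Dose II. Over all 38 libraries edgeR dropped 770 of 1925, 74 of 78 and 388 of 628. The direction was that of Dataset S1 for all 78 and 628 tested genes in both fits, and on HFD for all 1925 over 37 libraries and 1923 of them over 38.

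For the correlation of the log2 fold changes of both doses the paper gives r = 0.61 for its changed genes, and across all tested genes of 38 libraries, a wider set, it was 0.780 in edgeR. Of the alternatives set before the data were examined, fold changes from DESeq2 over all genes (0.594) came within 0.05 of the paper's value. These cover 12981 genes, against 9045 in edgeR. Only genes changed in either comparison (0.964), at least 10 counts in every library (0.824), the length trend offset (0.780) and splits of the HFD libraries into parts of 5 (0.399) did not. DESeq2 with control C105 left out, chosen after seeing the values, gave 0.594 over all genes and 0.951 over the genes changed in either comparison, and no setting gave 0.61 itself.

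The paper names 35 genes of Fig. 5 as raised by CMA. At Dose II 16 of the 35 passed in edgeR over all 38 libraries and 29 over the study's 37, and those that passed in neither are Gpx1, Slc27a5, Acot8, Kynu, Aldh2 and Aldh9a1. Mthfd1, Sardh, Gpx4, Prdx5, Acsm3, Tdo2, Afmid, Bcat2, Bckdha, Mccc2, Pcca, Sdhb and Gpt passed over 37 and not over 38. All 35 had log2 fold changes above 0 at both doses, and DESeq2 with control C105 left out called all 35.

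The paper reports that ribosome, oxidative phosphorylation and spliceosome pathways were enriched among genes that rose on HFD. With the lists used here in place of its KEGG sets, these passed Fisher's exact test over its 37 libraries and did not over all 38 (2 of 25, 3 of 60 and 2 of 72 genes rose), whereas the lysosome, which it also names, passed over both. With an estimated correlation in camera none of the 4 passed over 37 libraries (adjusted p = 0.200 for the ribosome, 0.312, 0.522 and 0.200 for the lysosome). It reports tryptophan metabolism among the pathways raised at Dose II, where 2 of 26 genes of the list rose over 37 libraries (Fisher's exact test, adjusted p = 0.734) and 0 over 38 in edgeR (4 adjusted over the list alone). DESeq2 with control C105 left out called 4 of that list, and it passed there. The lists for glycine, serine and threonine and for the urea cycle with arginine and proline passed over both sets of libraries.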

Other observations

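The test of reversal below was set before its result was seen, and the values over 37 libraries were chosen after. Some genes of transport between the endoplasmic reticulum and the Golgi apparatus were lower at Dose II than on HFD alone. Their list had a median log2 fold change of -0.11 over 37 libraries. In the same comparison long transcripts of widely expressed genes had one of -0.15, and of -0.02 with each library's length trend removed. No such corrected median is given for the Golgi list, so the part of transcript length in its fall stays open. Of 50 genes of the COPI and COPII coats and Golgi transport, 8 fell and 1 rose over the study's 37 libraries (18 and 1 adjusted over the list alone; Fisher's exact test, adjusted p = 2.21e-04; adjusted p = 0.0819 with an estimated correlation from camera). Tmed3, a cargo protein of these vesicles, had a log2 fold change of -0.65 (adjusted p = 6.87e-04) after 0.82 on HFD, Copb2 and Copb1, subunits of the COPI coat, had -0.30 (SE 0.06, adjusted p = 0.00270) and -0.29 (SE 0.07, adjusted p = 0.0132), and Scfd1, which helps these vesicles fuse, had -0.36 (SE 0.08, adjusted p = 0.00740), all from edgeR. With all 38 libraries 6 of the 50 fell and 0 rose in edgeR (9 and 0 adjusted over the list alone; Fisher's exact test, adjusted p = 2.26e-04; adjusted p = 0.0899 with an estimated correlation), and the 4 genes passed again.

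Some genes that interferon induces were lower on CMA too. At Dose I none of 21 tested passed in edgeR over all genes, but 5 fell adjusted over the list alone, with a median log2 fold change of -0.31 (adjusted p = 0.0430 with an estimated correlation over 37 libraries and 0.0348 over 38). At Dose II 5 of the 21 fell and 1 rose over 37 libraries (11 and 1 adjusted over the list alone; Fisher's exact test, adjusted p = 8.94e-04; adjusted p = 0.0716 with an estimated correlation). Gbp2b and Gbp7, GTPases that act against intracellular pathogens, had log2 fold changes of -0.84 (SE 0.19, adjusted p = 0.0104) and -0.80 (SE 0.21, adjusted p = 0.0326), and Ddx60, a helicase of antiviral signalling, one of -0.72 (SE 0.19, adjusted p = 0.0256), from edgeR. Parp12 rose at 0.46 (SE 0.13, adjusted p = 0.0504) from edgeR. With all 38 libraries 3 of the 21 fell, and these were Gbp2b, Gbp7 and Ddx60. In the same comparison over 37 libraries 11 of 24 macrophage and 5 of 27 endothelial markers fell, so fewer cells that express these genes would lower them as well. Plin2, which coats lipid droplets, fell at Dose II over 37 libraries with a log2 fold change of -1.41 (SE 0.46, adjusted p = 0.0864) and did not pass over 38 (adjusted p = 0.116), both from edgeR. Nrp1, a receptor of endothelial cells, had -0.77 (adjusted p = 0.00550) at Dose II from edgeR.

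That CMA reverses the changes made by HFD was tested as a hypothesis. A reversal as the general pattern predicts a covariance of the fold changes of HFD vs. control and Dose II vs. HFD below 0 once the 10 HFD livers are split between the comparisons. Over 37 libraries its median over 100 splits was 0.0254, and 0 of 100 splits lay below 0. Without a length correction the data thus argue against a general reversal. Both comparisons had a Spearman correlation with transcript length of the same sign (-0.26 and -0.185), which can raise this covariance. The splits were not repeated with the length trend removed. With no split, r was 0.0984, and 0.0633 with that trend removed (0.0311 and 0.00988 over 38 libraries). With fold changes from DESeq2 and no split the correlation was -0.278 over 38 libraries and -0.222 over 37, values that the shared HFD livers lower by construction. These cover 12981 and 12976 genes, against 9045 and 9099 in edgeR. Of the genes that rose on HFD, 97 rose further at Dose II (55.6 for independent lists) and 50 fell (37.1), and of those that fell on HFD, 34 rose at Dose II (55.6) and 52 fell further (37.2). With all 38 libraries 10 that rose on HFD rose further (9.75 for independent lists) and 26 fell (6.43), and of those that fell on HFD 18 rose (13.1) and 12 fell (8.68), and the shared HFD livers add to overlaps of opposite direction. Over 37 libraries, 18 of 24 macrophage markers rose on HFD, and 11 fell and 1 rose at Dose II. With an estimated correlation from camera neither passed (adjusted p = 0.405 and 0.142). The median of these markers, Tmed3 and Mccc1 moved back toward the control level, in comparisons that share the HFD livers.

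The axis of variation inside the groups held 13.5% of the variation around the group means. Its scores were higher in the HFD group than in the control group by 18.9 over 37 libraries (exact permutation test, p = 0.00171). Neither dose was shown to differ from HFD on it, with differences of -4.79 at Dose I (exact permutation test, p = 0.435) and -2.42 at Dose II (permutation test, p = 0.685).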
